# ANGEL2 phosphatase activity is required for non-canonical mitochondrial RNA processing

**DOI:** 10.1038/s41467-022-33368-9

**Published:** 2022-09-30

**Authors:** Paula Clemente, Javier Calvo-Garrido, Sarah F. Pearce, Florian A. Schober, Megumi Shigematsu, Stefan J. Siira, Isabelle Laine, Henrik Spåhr, Christian Steinmetzger, Katja Petzold, Yohei Kirino, Rolf Wibom, Oliver Rackham, Aleksandra Filipovska, Joanna Rorbach, Christoph Freyer, Anna Wredenberg

**Keywords:** Mitochondria, RNA metabolism

## Abstract

Canonical RNA processing in mammalian mitochondria is defined by tRNAs acting as recognition sites for nucleases to release flanking transcripts. The relevant factors, their structures, and mechanism are well described, but not all mitochondrial transcripts are punctuated by tRNAs, and their mode of processing has remained unsolved. Using *Drosophila* and mouse models, we demonstrate that non-canonical processing results in the formation of 3′ phosphates, and that phosphatase activity by the carbon catabolite repressor 4 domain-containing family member ANGEL2 is required for their hydrolysis. Furthermore, our data suggest that members of the FAST kinase domain-containing protein family are responsible for these 3′ phosphates. Our results therefore propose a mechanism for non-canonical RNA processing in metazoan mitochondria, by identifying the role of ANGEL2.

## Abstract (web summary)

A subset of mitochondrial transcripts is not flanked by tRNAs and thus does not conform to the canonical mode of processing. Here, Clemente et al. demonstrate that phosphatase activity of ANGEL2 is required for correct processing of these transcripts.

## Introduction

Transcription of the mammalian mitochondrial genome (mtDNA) is initiated from two designated promoter regions, which generate long, primary polycistronic transcripts that cover almost the entire length of the mtDNA molecule^1^. The mitochondrial tRNA punctuation model, proposed 40 years ago, defines that tRNAs intersperse the mitochondrial genome and act as excision sites to release the individual transcripts prior to maturation^2^. Since then, the responsible ribonucleases RNase P and ELAC2 and their mechanistic and structural basis have been described^3–9^. Mammalian mtDNA encodes for 2 rRNA, 22 tRNAs and 11 mRNAs, and this model explains processing of most transcripts in metazoan mitochondria^7,9–13^. However, in mammals at least two gene junctions do not follow this canonical pattern, and the mechanism of their processing has remained mainly unknown. Several members of the FAST kinase domain containing protein family have been associated with cleavage of such junctions^14–17^. Specifically, FASTKD4 and FASTKD5 have been implicated in the maturation of transcripts lacking flanking tRNAs, but the mechanism is unclear^18^.

After excision, the individual transcripts are further modified by polyadenylation of most mRNAs by the mitochondrial polynucleotide adenylyltransferase MTPAP^19–22^, and methylation and pseudouridylation of mitochondrial tRNAs and rRNAs^23–35^. While the mechanisms of transcription, processing, and translation are increasingly understood^36,37^, the role of polyadenylation inside mitochondria is less clear, and has been proposed to act as both degradation and stabilisation signal^20^. Several factors have been shown to directly affect MTPAP activity and polyadenylation. For instance, the polynucleotide phosphorylase, PNPase, and the ATP-dependent RNA helicase SUV3 have been shown to inversely regulate poly(A) tail length via MTPAP^38–44^. Furthermore, the leucine rich pentatricopeptide repeat containing protein, LRPPRC, stabilises mitochondrial mRNAs and stimulates MTPAP activity^41,45,46^.

While several mitochondrial transcripts require polyadenylation to complete their translational stop codons, *mt:Nd6* is the only mRNA not polyadenylated in humans or mouse for yet unknown reasons^20^. The role of the poly(A) tail in translation is not clear, but we previously demonstrated that transcripts lacking a poly(A) signal can still be translated but lose their 3′ integrity^21^. Previous studies revealed that polyadenylation occurs prior to full partitioning of the primary transcripts^10,47^, necessitating a deadenylase to remove such tails from immature tRNAs prior to maturation, and although a PNPase/SUV3 complex has been shown to degrade mRNAs^38–42^, their role in deadenylation is not clear. In mitochondria only the carbon catabolite repression 4 (Ccr4) family member, 2’,5’-phosphodiesterase, PDE12, has been proposed to have deadenylation function^48–50^, capable of removing spurious poly(A) additions on selected mitochondrial tRNAs^50^. But whether additional deadenylases function within mitochondria is unknown.

Here, we identify that ANGEL2 and its *Drosophila* homologue, *Dm*Angel, are mitochondrial proteins that are essential during non-canonical processing. Using *Drosophila* and mouse knock out models, we demonstrate that upon loss of *Dm*ANGEL or ANGEL2, transcripts that undergo non-canonical processing, accumulate 3’ phosphates, preventing their polyadenylation, causing a respiratory chain deficiency. Through immunoprecipitation experiments, we show that *Dm*Angel interacts with a member of the FASTK protein family, and its deletion prevents cleavage during non-canonical processing. Our results describe the mechanism of non-canonical processing and identify the formation of terminal phosphates as an important intermediary step.

## Results

### CCR4-family Angel proteins share evolutionary history with the deadenylase PDE12 and are localised to mitochondria

We set out to identify additional factors involved in the deadenylation of mitochondrial transcripts and thus performed a biological pathway analysis based on evolutionary deduction^51^, using both MTPAP and PDE12 as bait. While MTPAP returned no candidates, PDE12 was co-evolutionarily absent with other Ccr4 family members in some amoeba and protozoa (Supplementary Fig. 1a). All three factors carry an endonuclease/exonuclease/phosphatase domain (PFAM: PF03372), thought to be involved in the removal of the polyadenylation signal of mRNAs due to its strong conservation among known deadenylases^52^. CCR4C, also known as Nocturnin (NOCT) affects cytosolic poly(A) tail dynamics during the circadian rhythm in mice^53^ and recently has been linked to inter-conversion of the dinucleotides NADP^+^/NADPH and NAD^+^/NADH^54^. The paralogs CCR4E and CCR4D, also known as ANGEL1 and 2, resulted from a gene duplication in the vertebrate lineage with only a single ANGEL homologue present in *Drosophila* (CG12273)^55,56^. ANGEL1 has previously been described to localise to the endoplasmic reticulum and/or Golgi apparatus and interact with the translation initiation factor 4E, eIF4E^57^, while ANGEL2 has recently been shown to hydrolyse terminal 2′,3′-cyclic phosphates (2′,3′cP) on RNA molecules in vitro^58^.

In silico prediction models suggested a mitochondrial localisation for both human ANGELs (*Hs*ANGEL1 and *Hs*ANGEL2), as well as for *Drosophila* ANGEL (*Dm*ANGEL) (Supplementary Fig. 1b). We confirmed this by expressing C-terminally tagged GFP-fusion proteins in human fibroblasts (Fig. 1a), and subcellular fractionation experiments (Fig. 1b and Supplementary Fig. 1c). We next performed proteinase K, swelling, and sodium carbonate treatments to determine both submitochondrial localisation and membrane association of *Hs*ANGEL1, *Hs*ANGEL2, and *Dm*ANGEL (Supplementary Fig. 1d, e). Together, our results are consistent with an outer mitochondrial membrane localisation of ANGEL1, while ANGEL2 and *Dm*ANGEL localise to the mitochondrial matrix (Fig. 1c), suggesting a functional homology between ANGEL2 and *Dm*ANGEL.

**Fig. 1:**
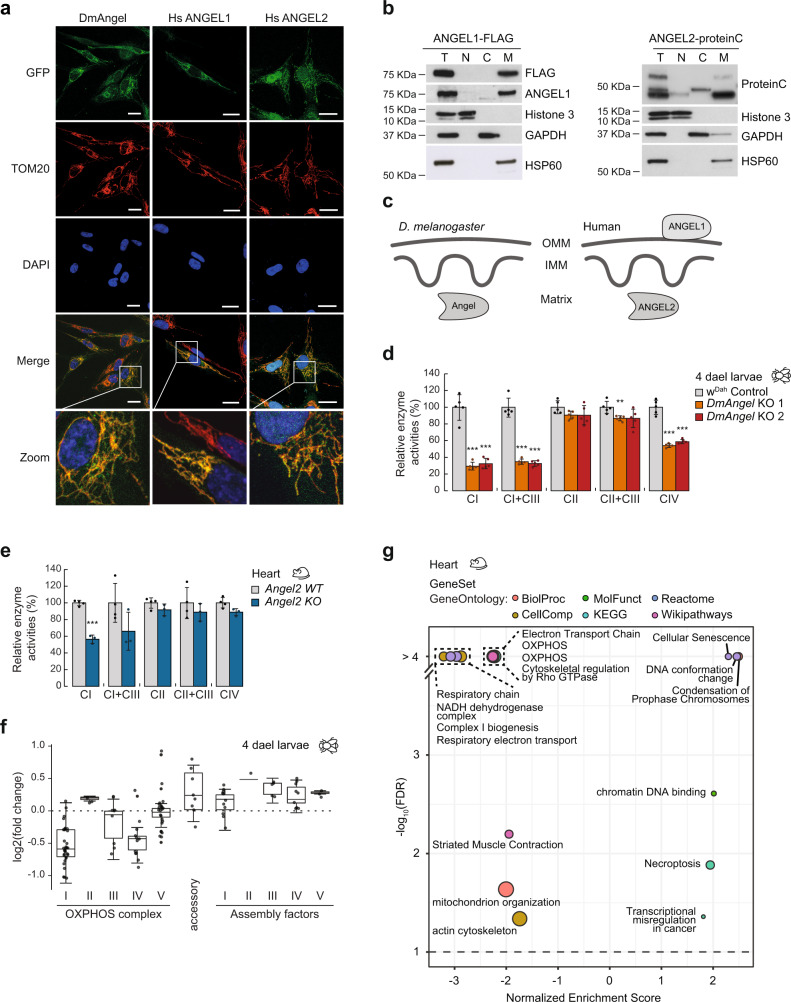
DmANGEL and MmANGEL2 are mitochondrial proteins required for normal respiratory chain function. **a** Confocal imaging of human skin fibroblasts expressing GFP-tagged *Dm*ANGEL, *Hs*ANGEL1 or *Hs*ANGEL2 constructs. (Scale bar = 20 mm; Zoom = 4.5X). Representative images are shown of three independent experiments with 20 cells analysed per experiment. **b** Western blot analysis of sub-cellular fractionations from human skin fibroblasts expressing ANGEL1-FLAG or ANGEL2-proteinC fusion proteins expressed in human skin fibroblasts, decorated with antibodies against nuclear (Histone 3), cytosolic (GAPDH) or mitochondrial (HSP60) fractions. Representative experiment of two independent experiments, with two technical replicas. **c** Diagram depicting the sub-mitochondrial localisations of *Dm*ANGEL, ANGEL1 and ANGEL2. Mitochondria are illustrated as outer mitochondrial membrane (OMM), inner mitochondrial membrane (IMM) and matrix. Isolated respiratory chain enzyme activities for NADH:ubiquinone oxidoreductase (CI), NADH:cytochrome *c* oxidoreductase (CI + III), succinate:ubiquinone oxidoreductase (CII), succinate: cytochrome *c* oxidoreductase (CII + III), and cytochrome *c* oxidase (CIV), in isolated mitochondria from (**d**) 4-days-after-egg-laying (dael) *Dm*ANGEL KO (red; *DmAngel KO1,2*) and control (light grey; w^Dah^) larvae, and (**e**) 16-week-old mouse hearts (blue; *Angel2 KO*) and controls (light grey; *Angel2 WT*). (Data in **d**, **e** are represented as mean ± SD; *p < 0.05, **p < 0.01, ***p < 0.001 with two-tailed Student’s *t* test; Dm *n* = 5, Mm wt *n* = 4, Mm KO *n* = 3 biologically independent samples). **f** Proteomic levels of individual subunits of the five OXPHOS complexes, accessory, and OXPHOS assembly factors in 4-dael *DmAngel*^*KO*^ larvae. Data are presented as 25 to 75 percentile box with median, and whiskers represent ±1.5× inter-quartile range (*n* = 4 biologically independent samples). No statistical test was performed. **g** Gene set enrichment analysis of proteomic data in 16-week-old mouse hearts, relative to controls. *p* values are given as false discovery rates after multiple testing adjustment (*n* = 3 biologically independent samples).

### Deletion of DmAngel in flies and ANGEL2 in mice causes respiratory chain deficiency

To understand their physiological roles in the mitochondrial matrix, we studied CRISPR/Cas9 knockout models in both fly (*DmAngel*^*KO*^) and mouse (*MmAngel2*^*KO*^) (Supplementary Fig. 2a–d). Loss of *Dm*ANGEL resulted in a lethal phenotype during the pupal stage, with no homozygous KO flies hatching (Supplementary Fig. 2e). Correct targeting was confirmed by expressing a *DmAngel* transgene (*DmAngel*^*Rescue*^) with or without a FLAG-tag in the *DmAngel*^*KO*^ background, rescuing the lethal phenotype (Supplementary Fig. 2f–h). Furthermore, expression of a transgene encoding a catalytically dead mutant *Dm*ANGEL protein (*DmAngel*^*E121A*^)^48^ failed to rescue the *DmAngel*^*KO*^ phenotype, validating that *Dm*ANGEL activity is necessary for normal fly development (Supplementary Fig. 2h). Deletion of *Angel2* in mice (*MmAngel2*^*KO*^) resulted in viable offspring at Mendelian proportions, without any obvious phenotype until 15 months of age, when we stopped observing the animals.

We next measured mitochondrial respiratory chain enzyme activities, and *DmAngel*^*KO*^ larvae presented with a mitochondrial dysfunction in complexes I, IV and V (Fig. 1d and Supplementary Fig. 2i), while an isolated complex I deficiency was observed in heart mitochondria from 16-week-old *MmAngel2*^*KO*^ mice (Fig. 1e and Supplementary Fig. 2j). Untargeted proteomic analysis in *DmAngel*^*KO*^ larvae (Fig. 1f and Supplementary Data File 1) and *MmAngel2*^*KO*^ hearts (Fig. 1g and Supplementary Fig. 2k and Supplementary Data File 1) confirmed that the mitochondrial dysfunction most likely is caused by reduced OXPHOS subunit levels. Together, these results suggest that *Dm*ANGEL and ANGEL2 have a role in mitochondrial gene expression.

### Hydrolysis of 3′ terminal phosphates by DmANGEL and ANGEL2 is required during non-canonical processing

We measured mRNA steady-state levels in both models, revealing that *mt:Atp8/6* and *mt:Nd5* in mouse and *mt:nd5*, *mt:atp8/6-mt:co3* and *mt:nd6-mt:cytb* in fly (Fig. 2a–g and Supplementary Fig. 3a–c) were significantly upregulated, while mt:tRNA levels were mostly unchanged in both model systems (Supplementary Fig. 3d–i). An exception are *mt:tRNA*^*Cys*^ and *mt:tRNA*^*Tyr*^ in *Drosophila*, which were both significantly reduced. Notably, while the gene content of the *Drosophila* and mammalian mtDNA is identical, the gene order differs (Fig. 2d, h) and the affected messenger transcripts all require non-canonical processing (i.e. not separated by tRNAs) in *MmAngel2*^*KO*^ or *DmAngel*^*KO*^ samples, with the exception of *mt:nd5* in fly (Fig. 2e–g). Furthermore, Northern blot analysis revealed that the *mt:Atp8/6* transcript migrated slightly faster in *MmAngel2*^*KO*^ samples, in comparison to controls (Fig. 2a). We therefore measured mitochondrial poly(A) tail length (MPAT) (see materials and methods). Most transcripts showed a normal polyadenylation pattern in hearts of 16-week-old *MmAngel2*^*KO*^ mice and *DmAngel*^*KO*^ larvae (Fig. 3a, b and Supplementary Fig. 4a, b). In contrast, *mt:Nd5* and *mt:Atp8/6* in mouse, and *mt:nd6* and *mt:atp8/6* transcripts in fly presented with a reduced polyadenylation pattern in *MmAngel2*^*KO*^ and *DmAngel*^*KO*^ samples, respectively (Fig. 3a, b).

**Fig. 2:**
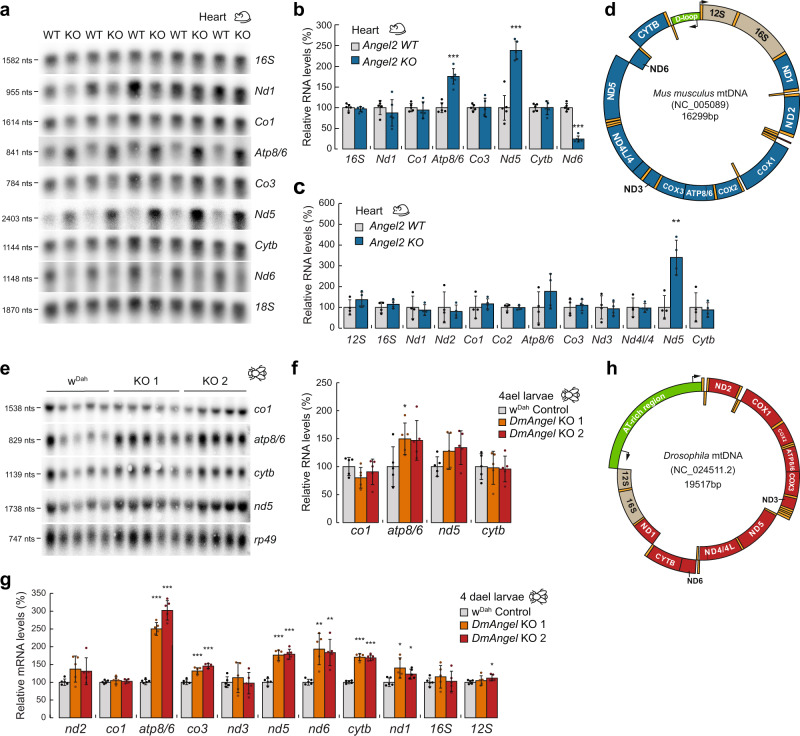
Deletion of DmAngel or MmANGEL2 affects mitochondrial gene expression. Relative mitochondrial transcript steady-state levels in 16-week-old mouse hearts (blue; *Angel2 KO*) and controls (light grey; *Angel2 WT)*, as determined by Northern blot analysis (*n* = 5 biologically independent samples) (**a**, **b**) or qRT-PCR (*n* = 4 biologically independent samples with 3 technical replicas) (**c**). 18S rRNA was used as loading control. **d** Illustration of mouse mtDNA (NC_005089). Black arrows depict transcription initiation sites and tRNAs are indicated in orange. Relative mitochondrial transcript steady-state levels in 4-dael *Dm*ANGEL KO (red; *DmAngel KO1,2*) and control (light grey; w^Dah^) larvae, as determined by Northern blot analysis (**e**, **f**) or qRT-PCR (**g**). RP49 was used as loading control (*n* = 5 biologically independent samples). **h** Illustration of *Dm* mtDNA (NC_001709). Black arrows depict transcription initiation sites and tRNAs are indicated in orange. (All data are represented as mean ± SD; *p < 0.05, **p < 0.01, ***p < 0.001 with two-tailed Student’s *t* test).

**Fig. 3:**
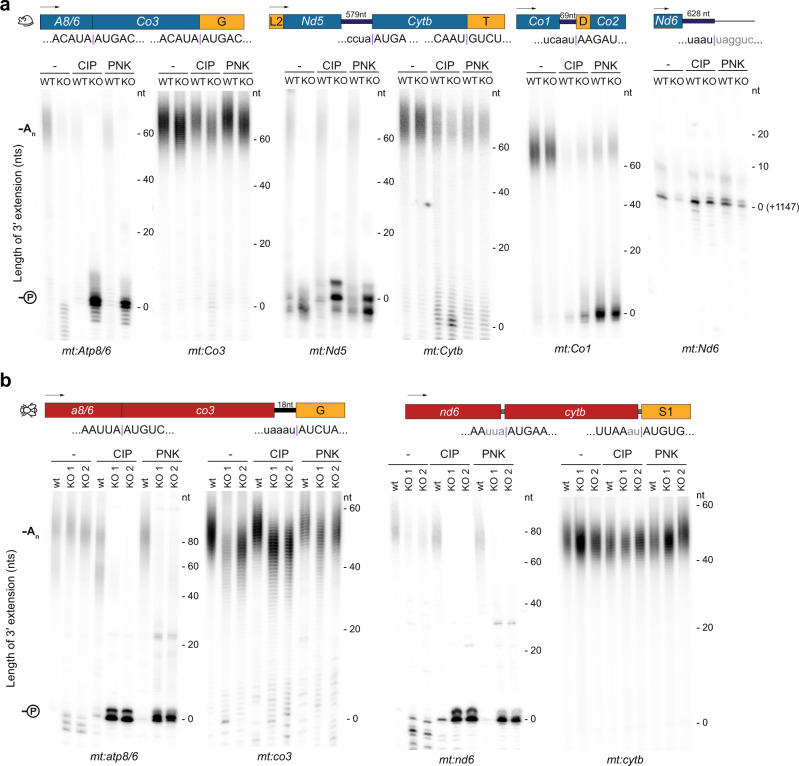
Non-canonical processing of mitochondrial gene junctions results in the formation of 3′ phosphates that are hydrolysed by DmANGEL or MmANGEL2. **a** Mitochondrial polyadenylation tail (MPAT) length assay in *MmAngel2*^*KO*^ mouse heart samples, performed with or without CIP or PNK pre-treatment, as indicated. **b** Mitochondrial polyadenylation tail (MPAT) length assay in *DmAngel*^*KO*^ fly samples, performed with or without CIP or PNK pre-treatment, as indicated. CIP calf intestinal phosphatase, hydrolyses phosphomonoester bonds. PNK T4 polynucleotide kinase, hydrolyses phosphomonoester bonds or 2′,3′ cyclic phosphodiester from RNA ends. Gene junctions and their sequences are indicated. Non-coding sequences are lower case. Sequences not annotated are shown in lower case grey. tRNAs are shown in orange with their single letter code. Poly(A) tails (-A_n_) and 3′ phosphates (-℗) are shown. A representative experiment is shown of at least three independent experiments performed with biologically independent samples.

We argued that since the 3′ ends of these transcripts undergo non-canonical processing, *Dm*ANGEL and mammalian ANGEL2 could partake in their polyadenylation. Polyadenylation requires a 3′ hydroxyl to ligate incoming adenosine residues to the terminal residue, and nucleases usually hydrolyse phosphodiester bonds to retain a free 3′ OH. However, for some ribonucleases the scissile bond is downstream of the phosphorus atom, resulting in a 3′ phosphate end and a free 5′ hydroxyl upon cleavage. Additionally, free 2′ phosphates or 2′,3′-cPs have also been reported^59^. The MPAT assay relies on ligating primers to the 3′ end of the transcripts prior to amplification and separation on high-resolution polyacrylamide gels and therefore relies on the presence of 3′ hydroxyls. To test whether cleavage during non-canonical processing retains a terminal phosphate, we pre-treated RNA samples with either calf-intestinal phosphatase (CIP), which hydrolyses phosphomonoester bonds but cannot hydrolyse 2′,3′-cP, or polynucleotide kinase (PNK), which can hydrolyse all three terminal phosphates (Supplementary Fig. 4c). Both treatments revealed large amounts of non-polyadenylated 3′ termini on *mt:Nd5* and *mt:Atp8/6* in *MmAngel2*^*KO*^ mice, and *mt:nd6* and *mt:atp8/6* in *DmAngel*^*KO*^ larvae, due to the presence of a terminal phosphate group (Fig. 3a, b, -℗). In contrast, their downstream transcripts *mt:Cytb* and *mt:Co3*, showed normal polyadenylation with no effect of CIP or PNK treatment. The same observations were made in liver, skeletal muscle, and kidney samples of *MmAngel2*^*KO*^ mice, suggesting that ANGEL2 activity is ubiquitous (Supplementary Fig. 5a–c).

Ligation of an RNA linker using RtcB ligase, which requires free 3′ phosphates or 2′,3′-cP, followed by MPAT, further confirmed the presence of 3′ phosphates on *mt:Nd5* and *mt:Atp6* in mouse and *mt:nd6* and *mt:atp8/6* in fly (Fig. 4a, b). Our results therefore suggest that ANGEL2 and *Dm*ANGEL hydrolyse 3′ phosphates formed during non-canonical processing in vivo. To confirm phosphatase activity and to demonstrate that *Dm*ANGEL and *Mm*ANGEL are indeed orthologs, we incubated recombinant *Dm*ANGEL and an N-terminally truncated *Mm*ANGEL2 with oligonucleotides containing 2′-, 3′-, or 2′,3′-cPs. In agreement with observations made with human ANGEL2^58^, both ANGEL homologues efficiently hydrolysed 2′- or 2′,3′-cPs, but not 3′ phosphates in vitro (Fig. 4c). This discrepancy with our in vivo data suggests DmANGEL/ANGEL2 activity differs in vivo, or that the physiological conditions in the absence of the ANGEL homologues favour 3′ phosphate formation after cleavage.

**Fig. 4:**
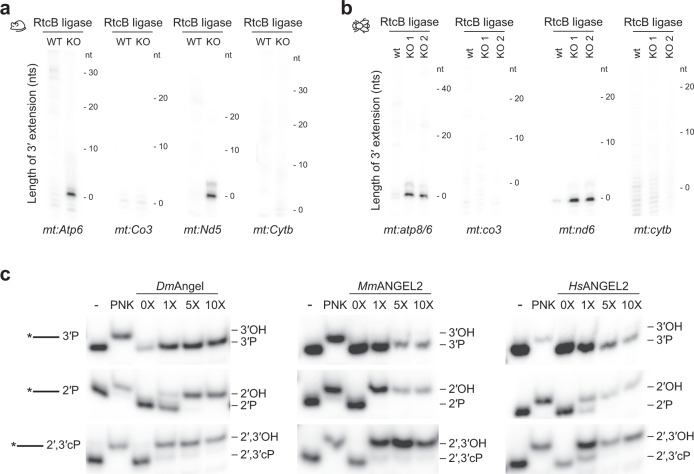
ANGEL2 and DmANGEL are terminal phosphatases in vivo and in vitro. MPAT length assay using RtcB ligase in **a** *MmAngel2*^*KO*^ mouse heart or **b** *DmAngel*^*KO*^ fly samples. **c** In vitro phosphatase activity of recombinant *Drosophila* (*Dm*Angel), mouse (*Mm*ANGEL), or human (*Hs*ANGEL) ANGEL or ANGEL2 protein, in the presence of RNA oligos (20 nts) containing 3′-, 2′-, or 2′,3′-cPs as indicated. PNK treatment was used as positive control. Representative experiments are shown of at least two independent experiments performed with biologically independent samples.

CIP or PNK treatment also revealed a prominent pool of non-polyadenylated transcripts for mouse *mt:Co1* transcripts independent of *MmANGEL2* (Fig. 3a). Murine *mt:Co1* contains a short 3′ UTR corresponding to anti-tRNA^Ser1^ and has previously been considered to undergo non-canonical processing at its 5′ end^14,15^. Additionally, a non-polyadenylated pool of *mt:Co1* transcripts has previously been observed^60^. We tested whether the other member of the CCR4 family, NOCT, was involved in de-phosphorylation of *mt:Co1*. NOCT has recently been suggested to have a mitochondrial-localised isoform^54^, but we observed no difference in polyadenylation or 3′ phosphate status in samples from NOCT KO mice^61^ (Supplementary Fig. 6a). Finally, mammalian *mt:Nd6* is the only mitochondrial mRNA not polyadenylated and has been reported to be notoriously difficult to clone^20^. However, our MPAT analysis does not support that a free 3′ phosphate prevents *mt:Nd6* polyadenylation (Fig. 3a), and maps its 3′ end to position +1147, with a weaker signal at +1148. In contrast, we did observe a weak oligoadenylation signal, which we confirmed by sequencing (Supplementary Fig. 6b), suggesting that some *mt:Nd6* transcripts indeed have short poly(A) tails.

### Loss of Angel affects mitochondrial translation and the translatome composition

The absence of polyadenylation results in an *mt:Atp6* transcript lacking a complete translational stop codon^20^. We also observed a mild effect on de novo translation in heart and liver mitochondria from 16-week-old *MmAngel*^*KO*^ mice with ND5 slightly upregulated, probably due to the increased *mt:Nd5* transcript levels (Supplementary Fig. 7). In contrast, *DmAngel*^*KO*^ larvae had a more aberrant translation pattern (Fig. 5a), consistent with the different severity observed in mouse and fly. Sucrose density fractionations of mitochondrial lysates revealed increased mitochondrial monosome formation in the absence of *Dm*ANGEL (Fig. 5b and Supplementary Fig. 8a), suggesting either increased translation or stalling. 

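Mitoribosome profiling sequences the short RNA fragments that a mitochondrial ribosome shields from nuclease digestion, so the reads on a transcript count the ribosomes it carried. Mitochondrial lysates from control (wDah) and DmAngel KO larvae at 4 days after egg laying were digested with RNase T1, the monosome fractions of a sucrose gradient were pooled, and small RNA libraries were sequenced from 2 samples per condition. The legend of Supplementary Fig. 8 gives the knockout as KO-1. The authors merged read pairs, removed reads that aligned to fly non-coding RNA, nuclear rRNA and tRNA among it, and aligned the remaining reads with Bowtie2, on the sense strand only, to the Ensembl fly transcripts, in which the mitochondrial sequences had been edited to match the mature RNAs. They deposited the number of reads on each of 34917 entries per library, without normalization. Of these entries, 11 are mt-mRNAs, with mt:atp8/6 and mt:nd4/4l as a single entry each, and 22 are mt-tRNAs. The control libraries held 4159707 and 1789947 reads in replicates 1 and 2, and the DmAngel KO libraries held 8175475 and 8227127. Reads on mt-mRNAs made up 66.6% and 73.2% of the control libraries and 92.2% and 92.6% of the knockout libraries. The counts were used as deposited. Each mt-mRNA was expressed as a share of the reads on all 11 mt-mRNAs, as in Fig. 5c, and each mt-tRNA as a share of the reads on all 22 mt-tRNAs, and the conditions were compared with edgeR's quasi-likelihood test with these sums as library sizes. A share rises or falls with the other members of its total, so the same test was repeated with other library sizes. With 2 libraries against 2, an exact permutation test cannot give a two-sided p below 0.333. The 95% Wilson interval of a share in a single library was at most 0.0738 percentage points to either side for an mt-mRNA and at most 0.714 for an mt-tRNA; these intervals cover counting error only, since the reads carry no molecular identifiers. The 2 libraries of a condition are not copies of one set of counts, since they differed by more than the sampling noise over the mt-mRNAs (chi-square 24766 in control and 111517 in DmAngel KO, 10 degrees of freedom); this does not tell biological from technical replicates. The public description of the experiment speaks of technical replicates, whereas the paper gives 2 biologically independent samples per condition, and the 4 libraries were treated as separate samples on the paper's word. The paper gives 2 independent experiments, and the 2 replicate numbers were taken to stand for them. The differences between replicates 1 and 2 were alike in both conditions over the mtDNA-encoded entries (correlation across mt-mRNAs 0.77 and across mt-tRNAs 0.89, where the entries are not independent replicates). The correlation was 0.16 over the 3270 entries tested outside mtDNA. The test was also run with the replicate as a block, an alternative set before the data were examined. With 4 libraries the block leaves 1 residual degree of freedom per entry. Its p-values then rest largely on a spread pooled over entries that share a total, so a very small p from it is weak evidence. The deleted gene, angel, on chromosome 2R of BDGP6.54 from 23694003 to 23695232, had 2 and 0 reads in the control libraries and 1 and 1 in the knockout libraries, too few to check the labels by the gene itself.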

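The mt:cytb transcript, whose coding gene spans 10499 to 11635 on the plus strand of the mitochondrial genome in BDGP6.54, took 16.1% ± 1.97 (SD, n = 2) of the mt-mRNA footprints in control and 48.8% ± 4.14 (SD, n = 2) in DmAngel KO larvae, a log2 fold change of 1.60 (standard error 0.21, adjusted p = 2.19e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 11 mt-mRNAs). With the replicate as a block, the log2 fold change was 1.60 (adjusted p = 8.89e-12, edgeR). The share of mt:co1 (1474 to 3009, plus strand) was 23.7% ± 1.37 (SD, n = 2) in control and 8.51% ± 0.590 (SD, n = 2) in DmAngel KO, and its log2 fold change was -1.47 (standard error 0.15, adjusted p = 4.76e-06 in edgeR and 2.74e-08 with the block). For mt:co3 (4736 to 5524, plus strand) the shares were 15.7% ± 1.30 and 7.00% ± 0.345 (SD, n = 2 each), with a log2 fold change of -1.17 (standard error 0.13, adjusted p = 6.45e-06 in edgeR and 3.99e-06 with the block). The least abundant of these transcripts, mt:nd3 (5608 to 5961, plus strand), went from 1.57% ± 0.0220 to 0.715% ± 0.0456 (SD, n = 2 each), a log2 fold change of -1.13 (standard error 0.23, adjusted p = 0.000978 in edgeR and 1.51e-07 with the block). For each of these 4 transcripts both knockout libraries lay on the same side of both control libraries (exact permutation test, two-sided p = 0.333, the smallest possible). The choice that moved these values most was to leave mt:cytb out of the library size. The log2 fold change of mt:cytb was then 2.32 and those of mt:co1, mt:co3 and mt:nd3 were -0.75, -0.45 and -0.41, with adjusted p from edgeR of 5.06e-06, 0.00486, 0.042 and 0.22, so the smaller share of mt:nd3 no longer passed an adjusted p of 0.05. With mt:cytb left out and the replicate as a block together, an alternative chosen after seeing the data, the log2 fold change of mt:nd3 was -0.42 (adjusted p = 0.0325, edgeR).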

Mitoribosome profiling^62^ revealed increased association of *mt:cytb* mRNA with the translating mitoribosome, and reduced association with *mt:co1*, *mt:co3* and *mt:nd3* mRNAs (Fig. 5c and Supplementary Fig. 8b, c). This suggests that loss of *DmAngel* alters the translation efficiency of specific mRNAs. 

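Over all 11 mt-mRNAs, 1 transcript had a larger share of the footprints in DmAngel KO larvae and 5 had a smaller share at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Besides mt:co1, mt:co3 and mt:nd3, the smaller shares were those of mt:nd2 (log2 fold change -1.09, standard error 0.26, adjusted p = 0.00234) and mt:nd5 (-0.61, standard error 0.16, adjusted p = 0.00358). The shares of mt:co2, mt:nd4/4l and mt:nd1 had log2 fold changes of -0.15, -0.074 and 0.0013, none of them past the threshold. With the replicate as a block, 1 transcript was higher and 7 were lower in DmAngel KO. Because mt:cytb alone held 48.8% of the knockout footprints, these counts depended on the scaling. With mt:cytb left out of the library size, 4 transcripts were higher (mt:cytb, mt:nd1, mt:nd4/4l and mt:co2) and 2 were lower (mt:co1 and mt:co3), and mt:nd2, mt:nd3 and mt:nd5 were not past the threshold. With the block added to that scaling, a choice made after seeing the data, 6 were higher and 4 lower. The files hold ribosome footprints without matched RNA libraries, so no footprint count could be divided by an RNA count from the same larvae. The paper's own qRT-PCR values for KO1 larvae (Fig. 2g, mean ± SD of 5 samples, control set to 100%) are 170% ± 9.34 for mt:cytb, 104% ± 10.0 for mt:co1, 131% ± 8.70 for mt:co3 and 112% ± 41.6 for mt:nd3. Its Northern blot values for the same line (Fig. 2f, mean ± SD of 5 samples) are 98.5% ± 29.4 for mt:cytb and 80.1% ± 18.0 for mt:co1. In Fig. 5c the paper plots proportions of total footprints, with more on mt:cytb and less on mt:co1, mt:co3 and mt:nd3. From this the paper proposes that the loss of DmAngel changes how efficiently particular mRNAs are translated.

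**Figure D1:**
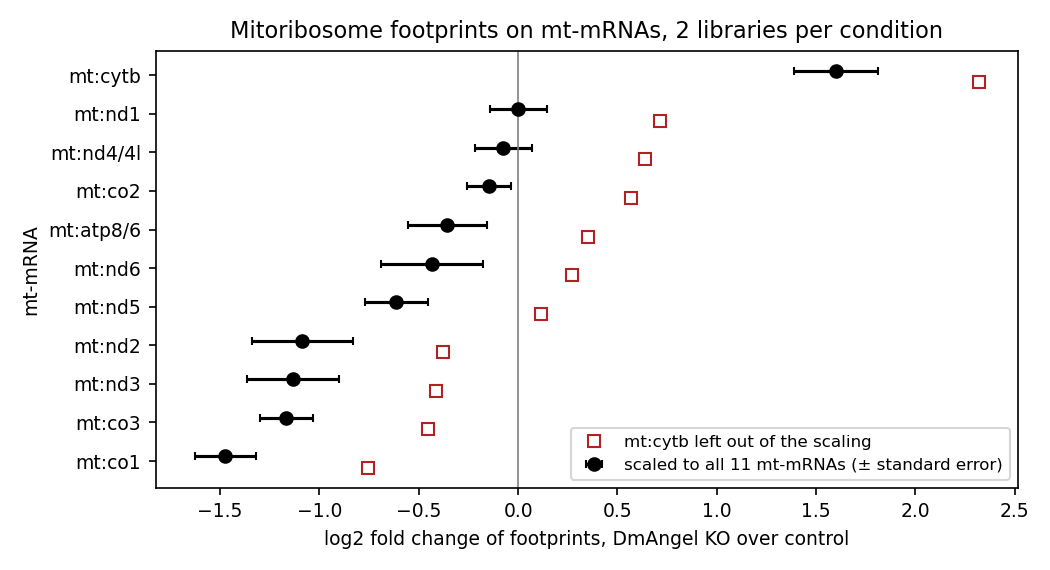
Log2 fold change of footprints in DmAngel KO over control larvae for each of the 11 mt-mRNAs. Filled circles are scaled to the reads on all 11 mt-mRNAs, with bars of 1 standard error, and open squares leave mt:cytb out of the scaling; mt:cytb is at 1.60 and 2.32, and mt:co1 at -1.47 and -0.75.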

Additionally, we found a significant reduction of *mt:tRNA*^*Met*^ associated with the translating mitoribosome in *DmAngel*^*KO*^ larvae, consistent with stalling, rather than increased translation initiation (Fig. 5d). 

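The mt:tRNA-Met gene lies from 171 to 239 on the plus strand of the mitochondrial genome in BDGP6.54, next to mt:nd2. Its reads were 35121 and 10310 in the control libraries and 16606 and 12878 in the DmAngel KO libraries, replicates 1 and 2 in each. As a share of the reads on the 22 mt-tRNAs this was 57.9% ± 3.64 (SD, n = 2) in control and 21.7% ± 5.69 (SD, n = 2) in DmAngel KO, with both knockout libraries below both controls (exact permutation test, two-sided p = 0.333, the smallest possible). The log2 fold change was -1.42 (standard error 0.32, unadjusted p = 0.0125, adjusted p = 0.055 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 22 mt-tRNAs), which did not pass an adjusted p of 0.05. With the replicate as a block it was -1.44 (standard error 0.21, adjusted p = 4.89e-06, edgeR). With the mt-mRNA reads as the library size it was -2.40 (adjusted p = 0.00113, edgeR). There were 10.3 ± 3.40 mt:tRNA-Met reads per 1000 mt-mRNA reads in control and 1.95 ± 0.363 in DmAngel KO (SD, n = 2 each), whereas the other mt-tRNAs together had 7.32 ± 1.37 and 7.12 ± 1.07 (SD, n = 2 each), a difference within the spread of the replicates (exact permutation test, two-sided p = 1). This sum hides mt:tRNA-Cys, which had 0.180 and 0.217 reads per 1000 mt-mRNA reads in control and 0.0297 and 0.0476 in DmAngel KO. With the mt-mRNA reads as the library size its log2 fold change was -2.36 (adjusted p = 0.0191, edgeR), so the fall was not confined to mt:tRNA-Met. The counts hold no steady-state level of mt:tRNA-Met, so they cannot show whether its fall is particular to the ribosome. At an adjusted p under 0.05, 2 mt-tRNAs had a larger share of the mt-tRNA reads in DmAngel KO and 0 had a smaller one; at an unadjusted p under 0.05 the counts were 8 and 2. With the block, 14 were higher and 2 lower, mt:tRNA-Met and mt:tRNA-Cys. The 2 higher ones were mt:tRNA-Ile (log2 fold change 1.42, adjusted p = 0.0488 in edgeR) and mt:tRNA-Gln (1.40, adjusted p = 0.0488 in edgeR), and neither passed the threshold with mt:tRNA-Met left out of the library size; with the block added to that scaling, chosen after seeing the data, mt:tRNA-Gln did (log2 fold change 0.50, adjusted p = 0.017, edgeR). The paper reads the lower level of mt:tRNA-Met as fitting stalled ribosomes better than more initiation.

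**Figure D2:**
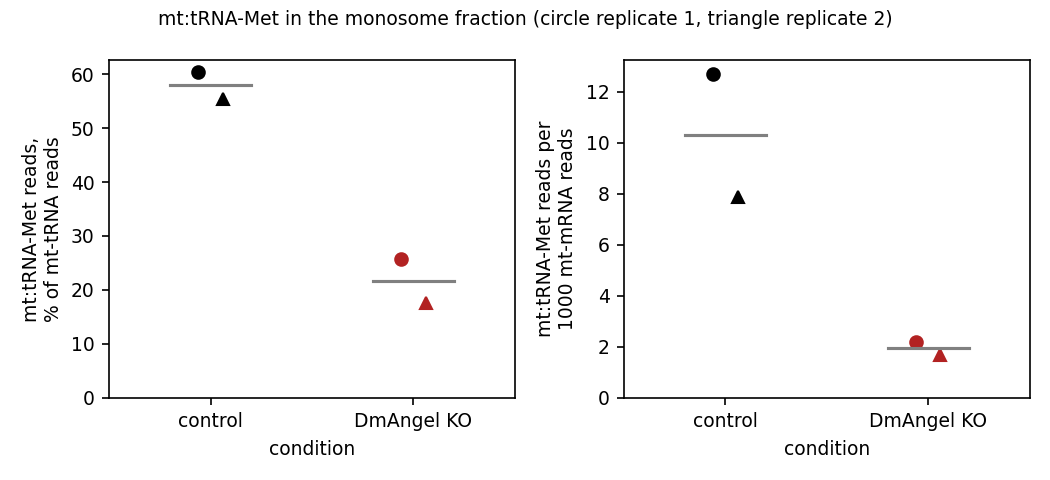
Reads on mt:tRNA-Met as a percentage of mt-tRNA reads (left) and per 1000 mt-mRNA reads (right), for each library of control and DmAngel KO larvae, with circles for replicate 1, triangles for replicate 2 and lines for the means of 2 libraries. The means are 57.9% and 21.7% on the left and 10.3 and 1.95 on the right.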

Coverage analysis of the mitoribosomal footprints along *mt:atp6* mRNA revealed increased reads corresponding to the 3′ end of the mRNA and lack of polyadenylation required to complete the STOP codon in *DmAngel*^*KO*^ larvae, implying stalling of the ribosome (Supplementary Fig. 8c, d). In contrast, the 3′ end of *mt:nd6* was not over-represented in knockout samples, consistent with the presence of a complete STOP codon, and normal release from the mitoribosome.

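In the annotation of BDGP6.54, mt:atp8 spans 3907 to 4068 and mt:atp6 spans 4062 to 4736 on the plus strand. The stop codon of mt:atp6 is annotated at 4734 to 4736, and its last base, 4736, is also the first base of the mt:co3 start codon. The deposited counts give the reads on the whole mt:atp8/6 transcript, so their position along mt:atp6 was not analysed here. The transcript had 20.0% ± 3.76 (SD, n = 2) of the mt-mRNA footprints in control and 15.6% ± 3.73 (SD, n = 2) in DmAngel KO larvae, from 627872 and 227362 reads in the control and 1377620 and 991393 reads in the knockout libraries. Its log2 fold change was -0.36 (standard error 0.20, adjusted p = 0.15, edgeR's quasi-likelihood test), and the shares of the 2 conditions overlapped (exact permutation test, two-sided p = 0.667). With the replicate as a block the log2 fold change was -0.36 (adjusted p = 0.00141, edgeR), and with mt:cytb left out of the library size it was 0.35 (adjusted p = 0.215 in edgeR, and 0.00811 with the block added after seeing the data), so the direction of this difference depended on the scaling.

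**Figure D3:**
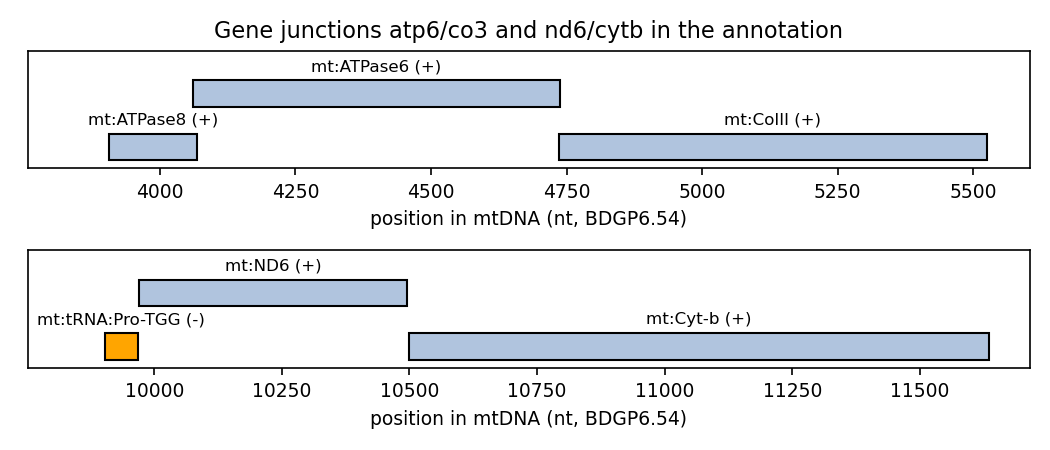
Annotated genes at the atp6/co3 junction (top) and the nd6/cytb junction (bottom), with their strand, against the position in the mitochondrial genome in nucleotides (BDGP6.54). Blue boxes are protein-coding genes and the orange box is a tRNA gene; mt:atp6 (mt:ATPase6) ends at 4736 where mt:co3 (mt:CoIII) begins, and mt:nd6 (mt:ND6) ends at 10495, before mt:cytb (mt:Cyt-b) at 10499.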

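The mt:nd6 gene spans 9971 to 10495 on the plus strand, its stop codon is annotated at 10493 to 10495, and mt:cytb begins at 10499. The counts are per transcript, so the distribution of reads along mt:nd6 was not analysed here. Over the whole transcript, mt:nd6 held 1.33% ± 0.236 (SD, n = 2) of the mt-mRNA footprints in control and 0.987% ± 0.215 (SD, n = 2) in DmAngel KO larvae. The log2 fold change of -0.43 (standard error 0.25, adjusted p = 0.156, edgeR's quasi-likelihood test) did not pass the threshold. With the replicate as a block the same comparison gave -0.44 (adjusted p = 0.000617, edgeR), and with mt:cytb left out of the library size the log2 fold change was 0.27 (adjusted p = 0.388 in edgeR); with the block added to that scaling after seeing the data it was 0.28 (adjusted p = 0.0229, edgeR).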

**Fig. 5:**
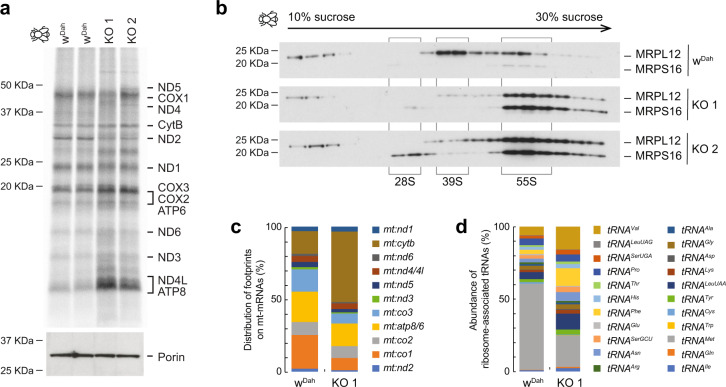
Incomplete non-canonical processing due to loss of DmANGEL results in aberrant mitochondrial translation. **a** De novo translation in isolated mitochondria from 4-dael control (w^Dah^) and *DmAngel*^*KO*^ (KO 1,2) larvae. Mitochondrial proteins are indicated. Porin was used as loading control. A representative experiment is shown with *n* = 2 biologically independent samples, of two independent experiments performed. **b** Western blots of ribosome gradient fractions from 4-dael control and *DmAngel*^*KO*^ larvae, decorated with antibodies against the small (MRPS16) and large (MRPL12) mitochondrial ribosome subunits. The small (28S), large (39S), and monosome (55S) fractions are indicated. A representative experiment is shown of four independent experiments performed with biologically independent samples. **c**, **d** Abundance of mitoribosome footprints in mitochondrial transcripts from ribosome profiling experiments in control and *DmAngel*^*KO*^ as indicated, normalised to total read count and expressed as proportion of total footprints (*n* = 2 biologically independent samples).

### DmAngel is part of the processing machinery of non-canonical transcripts

Finally, we performed immunoprecipitation (IP) experiments in combination with stable-isotope labelling of amino acids in fruit flies (SILAF)^63^ to identify factors interacting with *Dm*ANGEL. With mass-spectrometry-based proteomics we identified, among others, enrichment for CG13850, a mitochondrial protein of unknown function (Fig. 6a and Supplementary Fig. 9a and Supplementary Data File 1). We confirmed this interaction in a reciprocal IP, using flies expressing a CG13850-FLAG tag fusion protein (Fig. 6b and Supplementary Data File 1). A homology search identified CG13850 as a homologue of the mammalian FAS-activated serine/threonine kinase domain-containing protein family (FASTK). Unlike humans, who encode 6 different FASTK proteins (FASTK, and FASTKD1 to 5)^18^, *Drosophila* contain only two homologues, and CG13850 most closely aligns with human FASTKD4 (Fig. 6c), which is supported by its interaction with ANGEL2 in a recent mitochondrial proximity study^64^. Silencing of *CG13850* in flies specifically affected the processing of the non-canonical junctions at *mt:atp8/6*–*mt:co3* and *mt:nd6*–*mt:cytb* (Fig. 6d), strongly supporting the notion that CG13850, and its mammalian homologues FASTKD4 and 5, are responsible for processing of non-canonical junctions. Additionally, knockdown of *CG13580* resulted in reduced mRNA steady-state levels (Supplementary Fig. 9b, c), aberrant mitochondrial translation (Supplementary Fig. 9d), and compromised OXPHOS activity (Fig. 6e), strongly supporting that CG13850 is the *Drosophila* ortholog of members of the FASTK family.

**Fig. 6:**
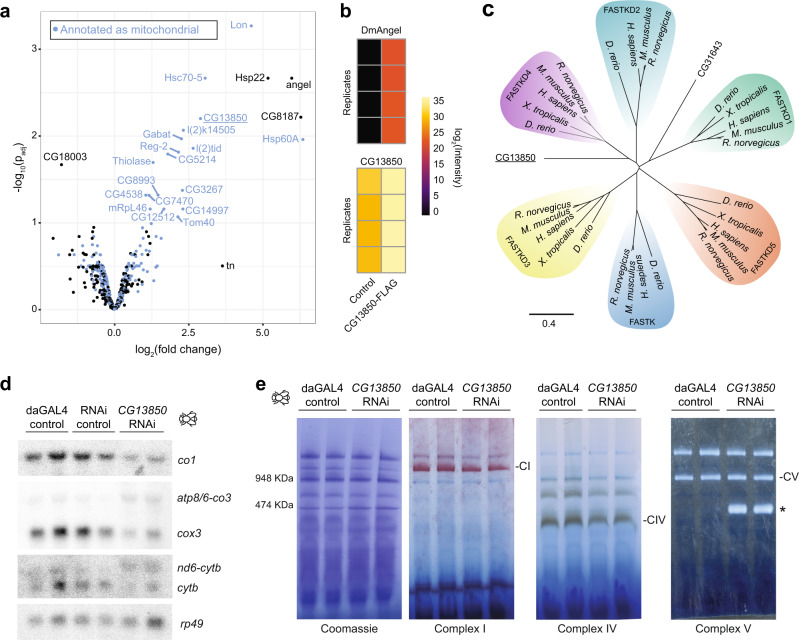
Members of the FASTK family are required for non-canonical processing of mitochondrial transcripts. **a** Volcano plot of proteomics data from immunoprecipitation (IP) experiments, using 4 dael larvae from *Dm*ANGEL-FLAG versus *Dm*ANGEL overexpressing larvae (*n* = 4). Proteins in the category “mitochondria” are highlighted in blue. Limma moderated *t*-test, *p* values are given as false discovery rate after adjustment for multiple testing (*n* = 4 biologically independent samples). **b** Heatmap of the enrichment of *Dm*ANGEL and CG13850 in CG13850-FLAG IP experiments (*n* = 4 biologically independent samples). **c** Neighbour-joining protein MUSCLE alignment of 30 FASTK family members (see Supplementary Table 1) from five species (as indicated) shown in an unrouted tree layout. CG13850 and CG31643 are the two *Drosophila* FASTK family orthologs. **d** Northern blot analysis of selected mitochondrial transcripts in 4-dael control (daGAL4 and RNAi) larvae and larvae with silenced *CG13850* (*CG13850* RNAi). RP49 was used as loading control. Representative experiment is shown with *n* = 2 biologically independent samples, of two independent experiments performed. **e** BN-PAGE and in-gel activity staining of NADH dehydrogenase (Complex I), cytochrome *c* oxidase (Complex IV), and ATP synthase (Complex V) with a Coomassie stain as a loading control. Dissociation of the ATPase F_1_ subunit is indicated by *. Representative experiment is shown with *n* = 2 biologically independent samples.

## Discussion

The mitochondrial tRNA punctuation model was proposed 40 years ago and defines the canonical mode of RNA processing, where tRNAs intersperse the mitochondrial genome and act as excision sites to release the individual transcripts prior to maturation^2^. In contrast, non-canonical processing describes the release of transcripts not flanked by tRNAs, but its mechanism is largely unknown. Here we demonstrate that cleavage of such junctions results in unconventional terminal phosphates, requiring phosphatase activity by ANGEL2 in mammals and *Dm*ANGEL in *Drosophila melanogaster* prior to polyadenylation. Using fly and mouse KO models, as well as recombinant *Dm*ANGEL and ANGEL2, we establish that *Dm*ANGEL is the *Drosophila* ortholog of ANGEL2. Interaction studies with *Dm*ANGEL further suggest that non-canonical processing requires members of the FASTK family, which most likely, are responsible for cleavage.

ANGEL2 has previously been suggested to localise to the nucleus, where it forms a deadenylase complex together with hCaf1z (also known as TOE1) in the nuclear Cajal bodies^65^ or interact with p21 to control the cell cycle^66^. However, these studies used N-terminally tagged fusion constructs, which interfere with the mitochondrial localisation signal, directing the fusion protein to the wrong cellular compartment. In agreement, neither deadenylation activity nor TOE1 interaction could be confirmed in later studies^58,67,68^. Likewise, we failed to observe any link to the cellular UPR in the proteome of mice deficient of ANGEL2 (Fig. 1g and Supplementary Fig. 2k) as previously proposed^58^.

In contrast, we here demonstrate that ANGEL2 and *Dm*ANGEL localise to the mitochondrial matrix, which is in agreement with previous large-scale subcellular proteomic studies^64,69,70^. Furthermore, we establish that unlike NOC, ANGEL2 and *Dm*ANGEL hydrolyse terminal phosphates formed during non-canonical processing. While our in vivo results suggest that non-canonical processing results in 3′ terminal phosphates, experiments using recombinant proteins confirm previous observations that ANGEL2 and *Dm*ANGEL preferentially hydrolyse 2′- or 2′,3′-cPs in vitro^58^. Whether cleavage in vivo results in 2′,3′-cPs, which are successively converted to 3′-P in the absence of *Dm*ANGEL/ANGEL2, or whether the in vivo activity for *Dm*ANGEL/ANGEL2 differs, will require further investigation.

Loss of *DmANGEL* is larvae lethal, while *MmAngel2*^*KO*^ mice are viable, which might be explained by the reduced gene content of the *Drosophila* genome. While *Drosophila* have only two FASTK homologues, mammals encode 6 different FASTK family members, previously associated with various roles in the post-transcriptional regulation of mitochondrial gene expression^15–18^. All FASTK family members contain a C terminal RAP (RNA binding domain abundant in Apicomplexans) domain that has been suggested to fold into a PD-(D/E)-XK nuclease superfamily fold^16,18^, and several studies have linked FASTKD4 and FASTKD5 to non-canonical processing^14–17^. Our results suggest that during non-canonical processing FAST kinases cleave the phosphodiester bond downstream of the bridging phosphorus atom, resulting in free 3′ phosphates and 5′ hydroxyls. This mechanism also fully explains the previous observation that the majority of *mt:Co3* transcripts, which is downstream of *mt:Atp8/6*, contain a 5′ hydroxyl group instead of a monophosphate^71^. In the absence of ANGEL2, the 3′ phosphate groups are retained and transcripts resulting from non-canonical processing cannot proceed to polyadenylation, resulting, in the case of ATP6, in an incomplete STOP codon. It is thus feasible to suggest that *Dm*ANGEL and its interactor CG13850 are required for additional functions in the fly, resulting in the lethal phenotype. Interestingly, loss of *Dm*ANGEL also affected *mt:tRNA*^*Cys*^ and *mt:tRNA*^*Tyr*^ steady-state levels, which we previously observed in other fly models affecting mitochondrial gene expression^21,41^, and which might additionally affect mitochondrial translation. However, the impact on translation, especially in mice, is mild, suggesting that even in the absence of a STOP codon and poly(A) tail, sufficient translation can still occur. This agrees with our previous observation that in the absence of mitochondrial polyadenylation, translation is retained, but mRNA integrity is compromised^21^.

The role of polyadenylation of mitochondrial transcripts is not fully understood, although oligoadenylation, i.e. the addition of only a few adenine residues, is required to complete several translational stop codons^20^. Interestingly, we observed substantial differences in poly(A) tail length of several transcripts in kidney and liver, versus heart and muscle mitochondria. The reason for this difference between tissues is not clear to us but might expose additional functions of the poly(A) tail in mitochondrial gene expression.

Together, our results are in full agreement with the notion that ANGEL2 is responsible for the dephosphorylation of the 3′ ends of mitochondrial transcripts and defines a fundamental step of non-canonical processing in mitochondria (Fig. 7).

**Fig. 7:**
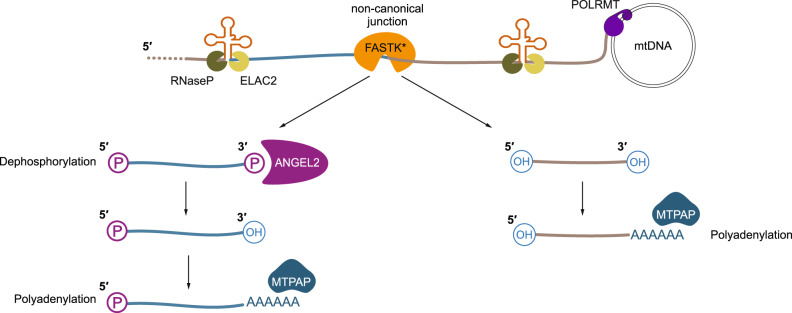
ANGEL2 phosphatase activity is required for the maturation of mRNAs that undergo non-canonical processing. Model of the non-canonical processing of mitochondrial RNA. The mitochondrial RNA polymerase, POLRMT, transcribes long, polycistronic transcripts, which are cleaved by RNase P and ELAC2 at the tRNA gene junctions. Non-canonical junctions are recognised by members of the FASTK family (FASTK*), resulting in the formation of 3′ phosphates. Phosphatase activity by ANGEL2 hydrolyses the 3′ ends of *mt:Nd5* and *mt:Atp8/6*, allowing further their polyadenylation by the mitochondrial poly(A) polymerase, MTPAP.

## Methods

### Generation of a DmAngel knock-out line

The generation of the *DmAngel* knock-out lines (*DmAngel*^*KO#1*^ and *DmAngel*^*KO#2*^) was performed as previously described^72^. The sequence of the *DmAngel* gene, obtained from sequencing genomic DNA from the fly line nos-Cas9 (Bloomington Stock #54591), was entered into CRISPR Optimal Target Finder (http://targetfinder.flycrispr.neuro.brown.edu) and the target sites with the lowest off-target score were selected (GCAGATTTCTTTCCTCCACTCGG and GGTTGTCTCATATAACATCCTGG). The gRNAs were cloned into BbsI digested pCFD4 (Addgene plasmid #49411) by Gibson assembly, as detailed in^72^. Primers used to generate the constructs are detailed in Supplementary Data File 2. The pCFD4 plasmid containing the gRNAs was used to generate a gRNA expressing fly line, using BestGene Inc (California, USA).

Males carrying the gRNAs were crossed to virgin nos-Cas9 females for germline-specific editing. Individual offspring flies were crossed to CyO/Gla, Bc balancer flies and the progeny was individually screened for deletions in the *DmAngel* gene as followed. The wings of candidate flies were clipped and incubated at 37 °C for 45 min in freshly prepared adult fly homogenisation buffer (10 mM Tris-HCl, pH 8.2, 25 mM NaCl, 1 mM EDTA, 0,2 μg/μl proteinase K) and the homogenate was subsequently used for PCR screening and sequencing^73^. Successful *DmAngel*^*KO*^ lines were backcrossed for 6 generations to a w;; background to remove possible off-target effects.

### Generation of genomic DmAngel^rescue^, DmAngel^rescue-FLAG^, and DmAngel^E121A^ flies

The genomic *DmAngel* locus (6.5Kb from BAC clone CH322-6L23, BACPAC Resource Centre, California, USA) was cloned by ET recombination into the pBluescript II SK + vector (Stratagene), modified for FLAG tag addition or E121A mutation, and further subcloned into pattB plasmid. Transgenic lines were generated via P-element-mediated germ line transformation (BestGene Inc).

### Generation of DmAngel, DmAngel^FLAG^, CG13850, and CG13850^FLAG^ overexpression fly lines for immunoprecipitation

*DmAngel* and *CG13850* cDNAs were PCR amplified with or without an in frame STOP codon and flanking attB sites for cloning into pDONR201 (Thermo Fisher Scientific), before subcloning into pTWF (*Drosophila* Genomics Resource Center), and finally into pUASTattB with or without a FLAG tag at their 3′ ends. The overexpressing lines were generated via P-element-mediated germ line transformation, by injecting pUASTattB-*DmAngel*, pUASTattB-*DmAngel*-FLAG, pUASTattB-*CG13850*, or pUASTattB-*CG13850*-FLAG plasmids into *Drosophila* embryos using BestGene Inc. Primers used to generate the constructs are detailed in Supplementary Data File 2.

### Drosophila stocks and maintenance

For in vivo knockdown of *CG13850* a w;UAS-*CG13850*RNAi; line (#15233) was obtained from Vienna *Drosophila* Resource Center (VDRC). Ubiquitous down-regulation was achieved by crossing the UAS-RNAi lines to the driver *daughterless*GAL4 (w;;daGAL4). Experimental samples are labelled as follows throughout the text: daGAL4 Control (w;;daGAL4/+, daGAL4 line crossed to w;;), RNAi Control (w;UAS-RNAi/+;, RNAi line crossed to w;;), RNAi (w;UAS-RNAi/+;daGAL4/+, RNAi line crossed to daGAL4).

All fly stocks were backcrossed for at least 6 generations into the Wolbachia-free white Dahomey background (w;;). All fly lines were maintained at 25 °C and 60% humidity on a 12 h:12 h light:dark cycle on a standard yeast-sugar-agar medium.

### ANGEL2 knock out mice and mouse husbandry

*Angel2* KO mice were obtained from Nanjing Biomedical Research Institute, Nanjing University, China (Strain number: T001889; B6/N-Angel2^em1Cd32^/Nju) and were backcrossed to the C57BL/6N strain (Charles River Laboratories). Mice were housed in standard individually ventilated cages with a 12-h:12-h light:dark cycle under controlled environmental conditions. Mice were fed ad libitum with standard CRM mouse food (Special Diet Services). All animal procedures were approved by the Stockholm’s Animal Experimentation Ethics Board (Ethical permit number 14460/18) of the Swedish Board of Agriculture and were performed in accordance with national and European law. Genotyping primers of *Angel2*^KO^ mice are detailed in Supplementary Data File 2.

### Cell culture, nucleofection and transduction

Immortalised human skin fibroblasts (HSFs) were cultured in high-glucose DMEM (Thermo Fisher Scientific) supplemented with 10% foetal bovine serum (Thermo Fisher Scientific) at 37 °C in a 5% CO_2_ atmosphere. Experiments were performed with cells cultured to 80–90% confluency. Medium was changed regularly, and cells were passaged using TrypLE Express (Thermo Fisher Scientific).

To analyse subcellular localisation, the cDNA for human *ANGEL1, ANGEL2* and *DmAngel* were cloned into pDONR201 (Thermo Fisher Scientific) and further subcloned into Gateway pcDNA-DEST47 (Thermo Fisher Scientific), that carries an in-frame GFP gene. Nucleofection of HSFs was performed using a 4D-Nucleofector System (Lonza) and buffer P2, following manufacturer’s instructions. 48 h after the nucleofection, fibroblasts were processed for experiments.

Stable expression of human *ANGEL1*, *ANGEL1-FLAG*, *ANGEL2* and *ANGEL2-protein C* in immortalised HSFs was achieved by cloning into pBABE-Puro-gateway. For retroviral particle generation, Phoenix-AMPHO cells were transfected with the pBABE constructs using Lipofectamine 3000 (Thermo Fisher Scientific) following manufacturer’s instructions. Medium was harvested and filtered 48 h after transfection. HSFs were transduced in a 50–50 mixture of fresh and retroviral positive medium with 4 μg/ml polybrene (Merck). Puromycin selection was initiated 48 h after transduction. Primers used to generate the constructs are detailed in Supplementary Data File 2.

### Immunostaining and confocal microscopy

Immortalised HSFs were cultured on 1.5 mm cover slips and fixed for 20 min at room temperature using 3% paraformaldehyde. Permeabilisation and blocking was performed using a combination of 0.1% saponin (Merck), 1% BSA (Merck) in PBS for 1 h. Primary antibody anti-TOM20 (42406, Cell Signalling) was diluted 1:200 in PBS with 0.1% saponine and 1% BSA and incubated overnight. After washing, cells were incubated for 1 h with secondary antibody Alexa Fluor 568 (Goat anti-Mouse IgG (H + L) antibody Alexa Fluor 568, A-11031, Thermo Fisher, or Goat anti-Rabbit IgG (H + L) antibody Alexa Fluor 568, A-11036, Thermo Fisher) at a 1:1000 dilution. Cells were mounted with ProLong Gold Antifade Mountant and 0.01 μg/ml DAPI (Merck). Images were acquired using a Nikon Ti-E inverted point scanning confocal microscope A1R Si.

### Isolation of mitochondria from cell lines, mouse tissues and Drosophila larvae

Immortalised HSFs were collected by scrapping from 8–12 p150 plates and washed with PBS. The pellet was resuspended in mitochondrial isolation buffer (220 mM mannitol, 70 mM sucrose, 1 mM EDTA, 20 mM HEPES pH 7.6) supplemented with 2 mg/ml of BSA and incubated on ice for 15 min. Cells were homogenised by hand with 20 strokes and centrifuged at 800 × *g* for 5 min at 4 °C. The supernatant was subsequently centrifuged at 10,000 × *g* for 10 min at 4 °C to obtain the crude mitochondrial fraction.

Mitochondria were isolated from mouse tissues using differential centrifugation as previously described^74^. Briefly, fresh tissue was cut, washed with PBS, and homogenised in a potter homogeniser. Heart tissue was homogenised in 225 mM sucrose, 1 mM EGTA, 20 mM Tris-HCl pH 7.2 and 200 μl of 2.5% trypsin. Liver was homogenised in 310 mM sucrose, 10 mM Tris-HCl, and 1 mM EDTA. The homogenates were centrifuged at 1000 × *g* for 10 min at 4 °C to pellet nuclei and cell debris and the supernatant was subsequently spun at 10,000 × *g* for 15 min at 4 °C to obtain the crude mitochondrial fraction.

Isolation of mitochondria from larvae was performed as previously described^45^. Third-instar larvae were washed and homogenised in 250 mM sucrose, 2 mM EGTA and 5 mM Tris pH 7.4 with 1% BSA, nuclei and cell debris were pelleted by centrifugation at 1000 × *g* for 5 min at 4 °C. The supernatant was centrifuged at 7000 × *g* for 10 min at 4 °C to obtain the crude mitochondrial fraction.

### Proteinase K protection assays

In total, 250 μg of *Drosophila* mitochondria were resuspended in 2 mM Tris-HCl pH 7.4, 250 mM sucrose, 2 mM EGTA. Swelling was performed by resuspension of 250 μg of mitochondria in 2 mM Tris-HCl pH 7.4, 2 mM EGTA and pipetting up and down. To disrupt mitochondrial membranes, mitochondria were resuspended in 2 mM Tris-HCl pH 7.4, 250 mM sucrose, 2 mM EGTA and 0.3% Triton X-100. Digestion of accessible proteins was achieved by addition of 31.5 μg/ml or 63 μg/ml proteinase K and incubation for 20 min on ice. Digestion was stopped by addition of a protease inhibitor cocktail. Proteins were pelleted with sodium deoxycholate and TCA and loaded onto 4–12% SDS-PAGE gel for western blot detection of mitochondrial proteins.

In total, 125 μg of HSF mitochondria were resuspended in 20 mM HEPES pH 7.6, 220 mM mannitol, 70 mM sucrose, 1 mM EDTA. Swelling of the mitochondrial membranes was achieved by resuspending mitochondria in 20 mM HEPES pH 7.6, 1 mM EDTA and pipetting up and down 10 times. To disrupt mitochondrial membranes, mitochondria were resuspended in 20 mM HEPES pH 7.6, 220 mM mannitol, 70 mM sucrose, 1 mM EDTA and 0.3% Triton X-100. Digestion, precipitation, and detection of proteins was performed as described above.

### Alkaline carbonate extraction of mitochondrial membrane proteins

In total, 125 μg of mitochondria were pelleted by centrifugation and resuspended in 0.1 M Na_2_CO_3_ of the corresponding pH, pipetted up and down and incubated on ice for 30 min. Samples were centrifuged in a TLA55 rotor, at 45,000 × *g* for 30 min at 4 °C, to separate membrane associated proteins in the pellet and soluble proteins in the supernatant. Proteins in each fraction were precipitated by sodium deoxycholate and TCA and loaded onto 4–12% SDS-PAGE gel for western blot detection of mitochondrial proteins.

### Western blotting

Mitochondria were resuspended in NuPAGE LDS sample buffer, loaded on NuPAGE gels (Thermo Fisher Scientific) and transferred to PVDF membranes (Millipore). Primary antibodies used in this study were anti-DDDDK (ab1257, Abcam, 1:2000), ANGEL1 (sab1303061, Merck, 1:1000), Histone 3 (H0164, Merck, 1:2000), HSP60 (AB1-SPA-807-E, Enzo Life Sciences, 1:1000), Protein C (A00637, GenScript, 1:1000), TOM20 (13929S, Cell Signalling, 1:1000), AIF (ab16501, Chemicon, 1:1000), MRPS16 (HPA054538, Merck, 1:1000), MRPL12 (HPA022853, Merck, 1:1000), TIM22 (14927-1-AP, Protein Tech, 1:1000), Porin (ab128568, Abcam, 1:1000), GAPDH (ab8245, Abcam, 1:1000). Membranes were washed and incubated for 1 h at RT with the appropriate secondary antibody at a 1:4000 dilution. Secondary antibodies used in this study were horseradish peroxidase-conjugated anti-rabbit IgG (NA9340-1ML, Cytiva), anti-mouse IgG (NA9310-1ML, Cytiva) or mouse anti-goat IgG (#sc-2354, Santa Cruz Biotechnology). Western blots were visualised using Clarity Western ECL solution (Bio-Rad), following manufacturer’s instructions.

### Blue native polyacrylamide gel electrophoresis (BN-PAGE) and biochemical evaluation of respiratory chain function

BN-PAGE and in-gel staining for complex I, IV and V activities was performed as previously described^21^. Mitochondria isolated from larvae or mouse tissues were resuspended in 250 mM sucrose, 15 mM K_2_HPO_4_, 2 mM MgAc_2_, 0.5 mM EDTA and 0.5 g/l BSA, pH 7.2, and biochemical activities of the respiratory chain complexes were determined as previously described^75^.

### RNA isolation, reverse transcription, and quantitative PCR

RNA was isolated using TRIzol (Thermo Fisher Scientific) and quantified with a Qubit fluorometer (Thermo Fisher Scientific) unless otherwise stated. Reverse transcription for qRT-PCR analysis was performed using High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). qRT-PCR was performed on a QuantStudio 6 (Thermo Fisher Scientific) with Taqman probes (Thermo Fisher Scientific) or Platinum SYBR Green qPCR supermix-UDG (Thermo Fisher Scientific) and gene-specific primers. Primers and Taqman probes used for qRT-PCR are detailed in Supplementary Data File 2.

### Northern blot analysis of mitochondrial RNAs

Steady-state levels of mitochondrial transcripts were determined by Northern blot analysis as previously described^21^. RNA samples were separated in 1% MOPS-formaldehyde agarose gels and tRNAs were separated by neutral 10% PAGE gels. After separation, samples were transferred to Hybond-N + membranes (GE Healthcare) and hybridised with randomly [^32^P]-labelled dsDNA probes, [^32^P]-labelled strand-specific RNA probes or with [^32^P]-end labelled oligonucleotide probes. Membranes were exposed to a PhosphorImager screen, and the signal was quantified using a Typhoon FLA7000 system and ImageQuant TL 8.1 software (GE Healthcare). Primers used to generate dsDNA and oligonucleotide probes have been previously described^45,76^.

### Mitochondrial poly(A) tail-length assay (MPAT)

MPAT was performed as previously described^77^. In brief, 0.2–2 μg of total mouse or *Drosophila* RNA was ligated to a linker oligonucleotide at the 3′ end using T4 RNA ligase 1 (New England Biolabs) or RtcB ligase (New England Biolabs) and reverse transcribed using M-MLV reverse transcriptase (Thermo Fisher Scientific) and an oligonucleotide complementary to the linker sequence. Poly(A) tails were PCR amplified using a gene-specific forward primer and the anti-linker oligo, followed by precipitation to remove oligonucleotides and free nucleotides. Labelling was achieved with 5 cycles of a nested PCR on the initial PCR product, using internal end-labelled gene specific oligonucleotides and the anti-linker oligo. PCR products were separated on 6 or 8% high resolution polyacrylamide gels and exposed to PhosphorImager screens. Quick CIP (New England Biolabs) and T4 PNK (New England Biolabs) treatment was performed according to manufacturer’s recommendations, followed by purification of the treated RNA using acid phenol and precipitation with sodium acetate before the ligation to the linker oligonucleotide. Oligonucleotide linker and primers used for the MPAT assay are detailed in Supplementary Data File 2.

### Cloning and purification of DmANGEL, HsANGEL2 and MmANGEL2

A codon-optimised (Genscript) DNA construct corresponding to *Dm*ANGEL (amino acids 26–354) was cloned into a Pet24b vector and *Hs*ANGEL2 (amino acids 165–544) or *Mm*ANGEL2 (amino acids 164–544) was cloned into a Fh8-Pet24d vector. *Hs*ANGEL2 and *Mm*ANGEL2 were expressed in Arctic express cells (Agilent) at 16 °C for 48 h in Magic Media (Thermo Fisher Scientific). After lysis, the proteins were purified over a His-Select Ni2+ resin (Sigma-Aldrich) and dialysed against H-0.5 (25 mM Tris pH 7.4, 0.5 mM EDTA, 10% glycerol, 3 mM β-mercaptoethanol, 500 mM NaCl) after the addition of TEV protease at a 1:50 protease:protein ratio. The dialysed proteins were loaded on a second Ni2+ resin for TEV protease removal and the flow through was collected. Further purification was conducted over a HiLoad 16/60 Superdex 200 pg gel filtration column (GE Healthcare) in buffer H-0.5 lacking glycerol with the addition of 2 mM dithiothreitol instead of β-mercaptoethanol. *Dm*ANGEL was expressed and purified analogous to *Hs*ANGEL2 except that no His tag removal was performed.

### RNA synthesis

*HsNd5*, *MmNd5* and *Dmnd6* oligos with 2′-terminal phosphate groups were prepared by RNA solid-phase synthesis with standard phosphoramidite methods on an H-8 DNA/RNA/LNA synthesiser (K&A Laborgeräte).

5′-*O*-DMT/2′-*O*-TBDMS-protected 3′-β-cyanoethyl phosphoramidites of *N*^6^-benzoyladenosine, *N*^4^-acetylcytidine, *N*^2^-acetylguanosine and uridine were employed as 70 mm solutions in anhydrous MeCN. The 3′-terminal nucleotide was incorporated using a 5′-*O*-DMT/3′-*O*-TBDMS-protected 2′-β-cyanoethyl phosphoramidite of either *N*^4^-benzoylcytidine (*HsND5*) or *N*^6^-benzoyladenosine (*MmNd5*, *Dmnd6*) dissolved in anhydrous MeCN at the same concentration. Installation of 2′-terminal phosphate groups was achieved by using phosphate CPG support (1 μmol). Coupling times were 6 min for standard and 9 min for isomeric phosphoramidites, respectively, with 250 mm ETT in MeCN as the activator.

Cleavage from the solid support and removal of the base-labile protecting was achieved by treatment with 25% aq. NH_3_/EtOH 3:1 (1.2 ml) at 55 °C for 4 h.

After lyophilisation, the residue was dissolved on anhydrous DMSO (100 μl). 2′-*O*-silyl deprotection was performed by treatment with Et_3_N·3HF (125 μl) at 65 °C for 2.5 h, followed by addition of aq. NaOAc (25 μl, 3 M, pH 6.5). The crude RNA was desalted by EtOH precipitation and purified by preparative denaturing PAGE (20%). The purity of the isolated RNA was confirmed by analytical PAGE (20%) with SYBR Gold staining.

Preparative denaturing polyacrylamide gels (0.7 × 200 × 200 mm) were cast from 20% acrylamide/bis-acrylamide 19:1 and 8 M urea. Gels were run for 2.5 h at 35 W constant power in 1x TBE. The RNA was visualised by UV shadowing, extracted from the gel by crush-and-soak into TEN buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA pH 8.0, 300 mM NaCl) and recovered by EtOH precipitation.

Analytical denaturing polyacrylamide gels (0.75 × 100 × 80 mm) of the same composition were run for 1 h at 350 V constant voltage in 1x TBE, stained with SYBR Gold for 5 min in 1x TBE and imaged on an ImageQuant LAS 4000 (GE Healthcare).

Standard 5′-*O*-DMT/2’-*O*-TBDMS-protected 3′-β-cyanoethyl phosphoramidites were purchased from Sigma-Aldrich and ChemGenes. Isomeric 5′-*O*-DMT/3′-*O*-TBDMS-protected 2′-β-cyanoethyl phosphoramidites were purchased from ChemGenes. Phosphate CPG support (1000 Å) was purchased from Glen Research (USA). All other reagents for solid-phase synthesis were purchased from Sigma-Aldrich. HPLC purified oligonucleotides containing 2’,3’-cyclic phosphates or 3’ phosphates were purchased from ChemGenes and Merck, respectively. Primer sequences are detailed in Supplementary Data File 2.

### In vitro phosphatase assay

Oligonucleotides were 5′ labelled using T4 PNK (3′ phosphatase minus) (New England Biolabs) according to the manufacturer’s instructions. In total, 200 fmol of labelled substrate were incubated in 100 mM Tris pH 7.5, 10 mM MgCl_2_, 10 mM DTT and 50 mM KCl with the indicated amounts of recombinant *Dm*Angel, *Mm*ANGEL2 or *Hs*ANGEL2 prepared in a buffer containing 25 mM Tris pH 7.4, 0.5 mM EDTA, 10% glycerol, 3 mM β-mercaptoethanol and 500 mM NaCl. *Mm*ANGEL2 and *Hs*ANGEL2 reactions were incubated at 37 °C and *Dm*Angel reactions were incubated at 30 °C for 30 min and stopped by the addition of an equal volume of Gel Loading Buffer II (Thermo Fisher Scientific) and incubation at 70 °C for 10 min. Samples were loaded in 20% polyacrylamide gels, exposed to PhosphorImager screens and scanned in a Typhoon FLA7000 system. Quick CIP (New England Biolabs) and T4 PNK (New England Biolabs) control treatments were performed according to manufacturer’s recommendations.

### Immunoprecipitation of DmAngel-FLAG and CG13850-FLAG

For *Dm*ANGEL-FLAG immunoprecipitation, embryos expressing *Dm*ANGEL or *Dm*ANGEL-FLAG were collected and transferred to vials with normal or heavy lysine as described in ref. 78. After 7 days, mitochondria were purified from larvae as described above. For CG13850-FLAG immunoprecipitation, larvae expressing CG13850, or CG13850-FLAG were grown in standard fly food and collected for mitochondria isolation 4 days after egg laying.

In total, 2 mg of mitochondria were lysed in 50 mM Tris-HCl pH 7.5, 150 mM NaCl, 6% digitonin with protease inhibitor cocktail (Roche). Samples were centrifuged at 20,000 × *g* for 15 min at 4 °C and the supernatant was incubated overnight with ANTI-FLAG M2 agarose beads (Merck) with rotation. Beads were pelleted at 5000 x *g* for 30 s and washed five times with 50 mM Tris-HCl pH 7.5, 150 mM NaCl. Beads containing the heavy and light labelled samples were pooled for proteomic analysis.

### In organello translation assays

Mitochondrial de novo translation was assayed as previously described^76^. In brief, 0.5 mg of mitochondria were incubated in translation buffer (100 mM mannitol, 10 mM sodium succinate, 80 mM KCl, 5 mM MgCl_2_, 1 mM KH_2_PO_4_, 200 mM ATP, 5 mM GTP, 200 mM creatine phosphate, 6 mM creatine kinase, 100 μg/ml cycloheximide, 25 mM HEPES pH 7.4 and 60 μg/ml of every amino acid except methionine) and 150 μCi of an ^35^S-labelled mix of methionine and cysteine, EXPRESS protein labelling mix easy-tag (Perkin Elmer), for 1 h at 37 °C. After labelling, equal amounts of total mitochondrial protein were separated on 16% or 17% SDS-PAGE gels, followed by staining with 1 g/l Coomassie Brilliant Blue in a 20% ethanol, 10% acetic acid solution. Gels were then destained, dried and exposed to a PhosphorImager screen.

### Sucrose gradient centrifugation analysis and ribosome profiling

Mitochondria from *DmAngel*^*KO*^ larvae or *MmANGEL2*^KO^ heart tissue were washed in ribosome buffer (50 mM KCl, 10 mM MgCl_2_, 10 mM Tris pH 7.4). In total, 0.5 mg of mitochondria were lysed in 100 mM NH_4_Cl, 10 mM MgCl_2_, 1% Triton X-100, 30 mM Tris pH 7.6, and protease inhibitor cocktail, followed by centrifugation at 8000 × *g* for 30 min at 4 °C to remove debris. The supernatant was loaded onto a 10–30% sucrose gradient in 10 mM MgCl_2_, 100 mM NH_4_Cl, 30 mM Tris pH 7.4 with protease inhibitor cocktail and RNase inhibitors. Gradients were centrifuged in a SWTi55 rotor at 39,000 × *g* for 3 h at 4 °C. Twenty fractions were collected from each gradient. For western blot analysis, proteins in each fraction were precipitated and loaded on 12% polyacrylamide gels.

For ribosome profiling experiments, mitochondrial lysates were treated with 200U of RNase T1 for 30 min at room temperature, centrifuged and applied to a 10–30% sucrose gradient as described above. The monosome fractions were pooled and RNA was extracted using Direct-zol RNA micro prep kit (Zymo Research) following manufacturer’s instructions and incorporating an on-column RNase-free DNase digestion to remove DNA. RNA was dephosphorylated and phosphorylated with T4 PNK. RNA sequencing libraries for ribosome profiling were prepared using the Illumina Small RNA Sample Prep Kit, with a size selection step for 15–90 nt RNAs. Initially, sequenced read pairs were merged with BBMerge (useoverlap = t pfilter = 1 mininsert = 18 mininsert0 = 18 trimnonoverlapping = t)^79^ to remove non- overlapping sequences and trimmed of remaining linker sequence (AACTGTAGGCACCATCAAT) with BBDuk (ktrim = r mink = 4 k = 18 hdist = 1 tpe tbo) from the BBTools suite v38.79. Subtractive alignment was performed against *Drosophila* ncRNA sequences downloaded from Ensembl, including nuclear rRNA and tRNAs, with Bowtie2 (–fr)^80^. Unmapped reads were mapped to the *Drosophila* Ensembl v99 transcriptome sequences with Bowtie2 v2.4.1 (–very-sensitive–norc), with mitochondrial sequences modified to more accurately reflect the mature RNA transcripts present within the mitochondrion. In short, the singular annotations for bicistronic transcripts were merged (*mt:atp8/mt:atp6* and *mt:nd4/mt:nd4l*); 5′ and 3′ UTRs were added to select transcripts based on the observed positions of 5′ ends and poly(A) tails in RNASeq data (*mt:nd1*, *mt:nd3*, *mt:nd5*, *mt:co3*, *mt:cytb*); 30 nt poly(A) tails were added to the 3′ end of each mRNA and the large mitochondrial rRNA; a 5′ G was added to mt:tRNA:His-GTG and 3′ CCA added to all tRNAs to reflect the non-templated additions added post-transcriptionally. Mitochondrial mRNA coverage bedgraph files were generated with BEDTools^81^ v2.26.0 and normalised to total reads mapped to mitochondrial transcripts.

### Sample preparation for proteomic analysis

Proteomics analysis was performed essentially as previously described^63,82^. Mouse heart tissue was homogenised in 8 M urea, 50 mM ammonium bicarbonate, and 400 μm LoBind silica beads followed by sonication. In total, 25 μg of protein were digested with 0.5 μg trypsin (Promega) for 16 h at 37 °C, followed by the addition of 2.5 μl formic acid. Samples were cleaned on a C18 Hypersep plate and labelled with TMT-10plex reagents in random order, adding 100 μg TMT-reagent in 30 μl dry acetonitrile (ACN) to each digested sample resolubilised in 70 μl of 50 mM triethylammonium bicarbonate (TEAB), and incubating at room temperature (RT) for 2 h. The labelling reaction was stopped for 15 min (RT) with 5% hydroxylamine before pooling. In total, 22 μg were stage tipped and dried before resuspended in 20 μl of 0.1% formic acid and 2% ACN.

Fly mitochondria isolated as described above and lysed with 8 M urea, 0.2% ProteaseMAX™ surfactant in 50 mM ammonium bicarbonate and sonicated. Proteins were reduced with dithiothreitol and alkylated with iodoacetamide, followed by digestion with 1.5 μg of trypsin for 16 h at 37 °C, and desalting and labelling as described above. The TMT-labelled tryptic peptides were fractionated on an XBridge C18 UPLC column (2.1 mm inner diameter × 250 mm, 2.5 μm particle size, Waters), and profiled with a linear gradient of 5–60% 20 mM ammonium hydroxide in ACN (pH 10.0) over 48 min (flow rate of 200 μl/min). Fractions were collected at 30 s intervals into a 96-well plate and combined in 12 samples concatenating 8–8 fractions representing peak peptide elution.

For SILAF-IPs, agarose beads were supplemented with 30 μl of 4 M urea in 100 mM Tris-HCl, pH 7.5 and 1 μl of 0.5 μg/μl Lys-C and incubated at 27 °C for 30 min, before collection of the supernatant. The beads were washed in 1 M Urea, 50 mM Tris-HCl pH 7.5, 1 mM DTT and with 100 mM Tris-HCl pH 7.5 twice. Digestion in the eluent was continued over night at RT adding 1 μl of 0.5 μg/μl Lys-C with shaking at 400 rpm, while the agarose beads were supplemented with 50 μl of 100 mM Tris-HCl and further digested with 1 μl of 0.5 μg/μl Lys-C overnight at RT with shaking at 400 rpm. Following over-night digestion at RT, the peptide solutions were alkylated with 0.6 M iodoacetamide in 50 mM of AmBic, pH 8 for 30 min in the dark. The digestion was stopped with 10 μl of formic, cleaned on a C-18 HyperSep plate (Thermo Scientific) and dried in a Speedvac. Label-free IPs were processed as SILAF-IPs, except for the addition of 0.5 μg trypsin overnight.

### Liquid chromatography-tandem mass spectrometry data acquisition

TMT-labelled peptides were reconstituted in solvent A and ~2 μg samples (3/12 μl) injected on a 50 cm long EASY-Spray C18 column (Thermo Fisher Scientific) connected to an Ultimate 3000 nanoUPLC system (Thermo Fisher Scientific) using a 90 min long gradient: 4–26% of solvent B (98% acetonitrile, 0.1% FA) in 90 min, 26–95% in 5 min, and 95% of solvent B for 5 min at a flow rate of 300 nl/min. Mass spectra were acquired on a Q Exactive HF hybrid quadrupole orbitrap mass spectrometer (Thermo Fisher Scientific) ranging from *m*/*z* 375 to 1500 at a resolution of *R* = 120,000 (at *m*/*z* 200) targeting 5 × 106 ions for maximum injection time of 80 ms, followed by data-dependent higher-energy collisional dissociation (HCD) fragmentations of precursor ions with a charge state 2+ to 8+, using 45 s dynamic exclusion. The tandem mass spectra of the top 18 precursor ions were acquired with a resolution of *R* = 60,000, targeting 2 × 105 ions for maximum injection time of 54 ms, setting quadrupole isolation width to 1.4 Th and normalised collision energy to 33%.

SILAF IP peptides were reconstituted in 15 μl solvent A and 5 μl injected on a 50 cm long EASY-Spray C18 column (Thermo Fisher Scientific) connected to an EASY-nLC 1000 HPLC system (Thermo Fisher Scientific) using a 60 min long gradient: 4–25% of solvent B (98% acetonitrile, 0.1% FA) in 50 min, 25–40% in 10 min, 40–95% in 3 min, and 95% of solvent B for 5 min at a flow rate of 300 nl/min. Mass spectra were acquired on an Orbitrap Fusion Tribrid mass spectrometer (Thermo Fisher Scientific) ranging from *m*/*z* 375 to 1500 at a resolution of *R* = 120,000 (at *m*/*z* 200) targeting 4 × 105 ions for maximum injection time of 50 ms, followed by data-dependent HCD fragmentations of precursor ions with a charge state 2+ to 7+, using 30 s dynamic exclusion. The tandem mass spectra were acquired with a resolution of *R* = 30,000 in 2 s cycle time, targeting 5 × 104 ions for maximum injection time of 100 ms, setting quadrupole isolation width to 1.6 Th and normalised collision energy to 30%.

Label-free IP peptides were measured as TMT-labelled peptides, except for 30 s dynamic exclusion and a normalised collision energy of 28%.

### Proteomics data analysis

TMT proteomics data were mapped with Proteome Discoverer software (Thermo Fisher Scientific) version 2.5 against a UniProt *D. melanogaster* (downloaded October 2019 with 13,788 entries) and *Mus musculus* canonical database at default settings. SILAF proteomics data was mapped in MaxQuant v.1.6.3.4^83^ at default settings with Lys0 or Lys6 as labels and LysC/P as protease against the canonical and isoform sequences of the fruit fly proteome (UP000000803_7227 from UniProt, downloaded in September 2018 with 21,939 entries). Normalised expression values, or normalised heavy/light ratios were further analysed in R v4.1.1. DmAngel knock-out fly proteomic data on fractionated mitochondria was normalised to median intensities of mitochondrial proteins to account for differences in organellar enrichment. A limma moderated *t*-test was applied for statistical testing. MitoXplorer v2^84^ protein sets were used as an annotated mitochondrial protein library. OXPHOS complex annotations were manually curated in-house. Proteomics data have been deposited to the ProteomeXchange^85^ Consortium.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Description of additional Supplementary File

Supplementary data 1

Supplementary data 2

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. The ribo-profile data sets generated in this study have been deposited to GEO with accession number GSE189750. MS proteomics data generated in this study have been deposited to the ProteomeXchange Consortium via the PRIDE^86^ partner repository with the dataset identifier PXD033394. Datasets used in this study are MitoXplorer v2, FASTA files from UniProt (*D. melanogaster* in October 2019, *M. musculus* in September 2018) and *Drosophila* Ensembl v99 transcriptome sequences. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Ojala D, Merkel C, Gelfand R, Attardi G (1980). The tRNA genes punctuate the reading of genetic information in human mitochondrial DNA. Cell.

[2] Ojala D, Montoya J, Attardi G (1981). tRNA punctuation model of RNA processing in human mitochondria. Nature.

[3] Falk MJ (2015). A novel HSD17B10 mutation impairing the activities of the mitochondrial RNase P complex causes X-linked intractable epilepsy and neurodevelopmental regression. RNA Biol..

[4] Rossmanith W (2012). Of P and Z: mitochondrial tRNA processing enzymes. Biochim. Biophys. Acta Gene Regul. Mech..

[5] Holzmann J (2008). RNase P without RNA: identification and functional reconstitution of the human mitochondrial tRNA processing enzyme. Cell.

[6] Bhatta A, Dienemann C, Cramer P, Hillen HS (2021). Structural basis of RNA processing by human mitochondrial RNase P. Nat. Struct. Mol. Biol..

[7] Brzezniak LK, Bijata M, Szczesny RJ, Stepien PP (2011). Involvement of human ELAC2 gene product in 3’ end processing of mitochondrial tRNAs. RNA Biol..

[8] Reinhard, L., Sridhara, S. & Hällberg, B. M. The MRPP1/MRPP2 complex is a tRNA-maturation platform in human mitochondria. *Nucleic Acids Res.***45**, gkx902 (2017).10.1093/nar/gkx902PMC571615629040705

[9] Sanchez MIGL (2011). RNA processing in human mitochondria. Cell Cycle.

[10] Rackham O (2016). Hierarchical RNA processing is required for mitochondrial ribosome assembly. Cell Rep..

[11] Haack TB (2013). ELAC2 mutations cause a mitochondrial RNA processing defect associated with hypertrophic cardiomyopathy. Am. J. Hum. Genet..

[12] Sen A (2016). Loss of the mitochondrial protein-only ribonuclease P complex causes aberrant tRNA processing and lethality in Drosophila. Nucleic Acids Res..

[13] Siira, S. J. et al. Concerted regulation of mitochondrial and nuclear non‐coding RNAs by a dual‐targeted RNase Z. *EMBO Rep.***19**, e46198 (2018).10.15252/embr.201846198PMC617245930126926

[14] Ohkubo A (2021). The FASTK family proteins fine-tune mitochondrial RNA processing. PLoS Genet..

[15] Antonicka H, Shoubridge EA (2015). Mitochondrial RNA granules are centers for posttranscriptional RNA processing and ribosome biogenesis. Cell Rep..

[16] Boehm E (2017). FASTKD1 and FASTKD4 have opposite effects on expression of specific mitochondrial RNAs, depending upon their endonuclease-like RAP domain. Nucleic Acids Res..

[17] Wolf AR, Mootha VK (2014). Functional genomic analysis of human mitochondrial RNA processing. Cell Rep..

[18] Jourdain AA (2017). The FASTK family of proteins: emerging regulators of mitochondrial RNA biology. Nucleic Acids Res..

[19] Tomecki R, Dmochowska A, Gewartowski K, Dziembowski A, Stepien PP (2004). Identification of a novel human nuclear-encoded mitochondrial poly(A) polymerase. Nucleic Acids Res..

[20] Temperley RJ, Wydro M, Lightowlers RN, Chrzanowska-Lightowlers ZM (2010). Human mitochondrial mRNAs—like members of all families, similar but different. Biochim. Biophys. Acta Bioenerg..

[21] Bratic A (2016). Mitochondrial polyadenylation is a one-step process required for mRNA integrity and tRNA maturation. PLoS Genet..

[22] Freyer, C., Clemente, P. & Wredenberg, A. RNA metabolism in mitochondria. *Nucleic Acids Mol. Biol.* 17–46 10.1007/978-3-319-78190-7_2 (2018).

[23] Suzuki T (2020). Complete chemical structures of human mitochondrial tRNAs. Nat. Commun..

[24] Haute LV (2015). Mitochondrial transcript maturation and its disorders. J. Inherit. Metab. Dis..

[25] Patton JR, Bykhovskaya Y, Mengesha E, Bertolotto C, Fischel-Ghodsian N (2005). Mitochondrial myopathy and sideroblastic anemia (MLASA) missense mutation in the pseudouridine synthase 1 (PUS1) gene is associated with the loss of tRNA pseudouridylation. J. Biol. Chem..

[26] Fernandez-Vizarra E, Berardinelli A, Valente L, Tiranti V, Zeviani M (2007). Nonsense mutation in pseudouridylate synthase 1 (PUS1) in two brothers affected by myopathy, lactic acidosis and sideroblastic anaemia (MLASA). J. Med. Genet..

[27] Arroyo JD (2016). A genome-wide CRISPR death screen identifies genes essential for oxidative phosphorylation. Cell Metab..

[28] Zaganelli S (2017). The pseudouridine synthase RPUSD4 is an essential component of mitochondrial RNA granules*. J. Biol. Chem..

[29] Seidel-Rogol BL, McCulloch V, Shadel GS (2002). Human mitochondrial transcription factor B1 methylates ribosomal RNA at a conserved stem-loop. Nat. Genet..

[30] Metodiev MD (2009). Methylation of 12S rRNA is necessary for in vivo stability of the small subunit of the mammalian mitochondrial ribosome. Cell Metab..

[31] Metodiev MD (2014). NSUN4 is a dual function mitochondrial protein required for both methylation of 12S rRNA and coordination of mitoribosomal assembly. PLoS Genet..

[32] Lee K-W, Okot-Kotber C, LaComb JF, Bogenhagen DF (2013). Mitochondrial ribosomal RNA (rRNA) methyltransferase family members are positioned to modify nascent rRNA in foci near the mitochondrial DNA nucleoid*. J. Biol. Chem..

[33] Lee K-W, Bogenhagen DF (2014). Assignment of 2′-O-methyltransferases to modification sites on the mammalian mitochondrial large subunit 16 S ribosomal RNA (rRNA)*. J. Biol. Chem..

[34] Rorbach J (2014). MRM2 and MRM3 are involved in biogenesis of the large subunit of the mitochondrial ribosome. Mol. Biol. Cell.

[35] Bar-Yaacov D (2016). Mitochondrial 16S rRNA is methylated by tRNA methyltransferase TRMT61B in all vertebrates. PLoS Biol..

[36] Zhu, X. et al. Non-coding 7S RNA inhibits transcription via mitochondrial RNA polymerase dimerization. *Cell*10.1016/j.cell.2022.05.006 (2022).10.1016/j.cell.2022.05.00635662414

[37] Gustafsson CM, Falkenberg M, Larsson N-G (2016). Maintenance and expression of mammalian mitochondrial DNA. Annu. Rev. Biochem.

[38] Wang DD-H, Shu Z, Lieser SA, Chen P-L, Lee W-H (2009). Human mitochondrial SUV3 and polynucleotide phosphorylase form a 330-kDa heteropentamer to cooperatively degrade double-stranded RNA with a 3′-to-5′ directionality*. J. Biol. Chem..

[39] Borowski LS, Dziembowski A, Hejnowicz MS, Stepien PP, Szczesny RJ (2012). Human mitochondrial RNA decay mediated by PNPase–hSuv3 complex takes place in distinct foci. Nucleic Acids Res..

[40] Szczesny RJ (2010). Human mitochondrial RNA turnover caught in flagranti: involvement of hSuv3p helicase in RNA surveillance. Nucleic Acids Res..

[41] Pajak A (2019). Defects of mitochondrial RNA turnover lead to the accumulation of double-stranded RNA in vivo. PLoS Genet..

[42] Jain M (2022). Dimeric assembly of human Suv3 helicase promotes its RNA unwinding function in mitochondrial RNA degradosome for RNA decay. Protein Sci. Publ. Protein Soc..

[43] Clemente P (2015). SUV3 helicase is required for correct processing of mitochondrial transcripts. Nucleic Acids Res..

[44] Wang DD-H (2014). Helicase SUV3, polynucleotide phosphorylase, and mitochondrial polyadenylation polymerase form a transient complex to modulate mitochondrial mRNA polyadenylated tail lengths in response to energetic changes*. J. Biol. Chem..

[45] Bratic A (2011). The bicoid stability factor controls polyadenylation and expression of specific mitochondrial mRNAs in drosophila melanogaster. PLoS Genet..

[46] Wilson WC (2014). A human mitochondrial poly(A) polymerase mutation reveals the complexities of post-transcriptional mitochondrial gene expression. Hum. Mol. Genet..

[47] Stewart JB, Beckenbach AT (2009). Characterization of mature mitochondrial transcripts in Drosophila, and the implications for the tRNA punctuation model in arthropods. Gene.

[48] Rorbach J, Nicholls TJJ, Minczuk M (2011). PDE12 removes mitochondrial RNA poly(A) tails and controls translation in human mitochondria. Nucleic Acids Res..

[49] Poulsen JB (2011). Human 2’-phosphodiesterase localizes to the mitochondrial matrix with a putative function in mitochondrial RNA turnover. Nucleic Acids Res..

[50] Pearce SF (2017). Maturation of selected human mitochondrial tRNAs requires deadenylation. Elife.

[51] Li Y, Calvo SE, Gutman R, Liu JS, Mootha VK (2014). Expansion of biological pathways based on evolutionary inference. Cell.

[52] Godwin AR, Kojima S, Green CB, Wilusz J (2013). Kiss your tail goodbye: the role of PARN, Nocturnin, and Angel deadenylases in mRNA biology. Biochim. Biophys. Acta.

[53] Kojima S, Gendreau KL, Sher-Chen EL, Gao P, Green CB (2015). Changes in poly(A) tail length dynamics from the loss of the circadian deadenylase Nocturnin. Sci. Rep..

[54] Abshire ET (2020). Differential processing and localization of human Nocturnin controls metabolism of mRNA and nicotinamide adenine dinucleotide cofactors. J. Biol. Chem..

[55] Dupressoir A (2001). Identification of four families of yCCR4- and Mg2+-dependent endonuclease-related proteins in higher eukaryotes, and characterization of orthologs of yCCR4 with a conserved leucine-rich repeat essential for hCAF1/hPOP2 binding. BMC Genomics.

[56] Goldstrohm AC, Wickens M (2008). Multifunctional deadenylase complexes diversify mRNA control. Nat. Rev. Mol. Cell Biol..

[57] Gosselin P (2013). Tracking a refined eIF4E-binding motif reveals Angel1 as a new partner of eIF4E. Nucleic Acids Res..

[58] Pinto PH (2020). ANGEL2 is a member of the CCR4 family of deadenylases with 2′,3′-cyclic phosphatase activity. Science.

[59] Yang W (2011). Nucleases: diversity of structure, function and mechanism. Q Rev. Biophys..

[60] Mercer TR (2011). The human mitochondrial transcriptome. Cell.

[61] Green CB (2007). Loss of Nocturnin, a circadian deadenylase, confers resistance to hepatic steatosis and diet-induced obesity. Proc. Natl Acad. Sci. USA.

[62] Rudler DL (2019). Fidelity of translation initiation is required for coordinated respiratory complex assembly. Sci. Adv..

[63] Schober FA (2021). Stable isotope labeling of amino acids in flies (SILAF) reveals differential phosphorylation of mitochondrial proteins upon loss of OXPHOS subunits. Mol. Cell Proteom..

[64] Antonicka H (2020). A high-density human mitochondrial proximity interaction network. Cell Metab..

[65] Wagner E, Clement SL, Lykke-Andersen J (2007). An unconventional human Ccr4-Caf1 deadenylase complex in nuclear cajal bodies▿. Mol. Cell Biol..

[66] Yi X (2012). RNA processing and modification protein, carbon catabolite repression 4 (Ccr4), arrests the cell cycle through p21-dependent and p53-independent pathway*. J. Biol. Chem..

[67] Temme C (2010). Subunits of the Drosophila CCR4-NOT complex and their roles in mRNA deadenylation. RNA.

[68] Lardelli RM (2017). Biallelic mutations in the 3′ exonuclease TOE1 cause pontocerebellar hypoplasia and uncover a role in snRNA processing. Nat. Genet..

[69] Rhee H-W (2013). Proteomic mapping of mitochondria in living cells via spatially restricted enzymatic tagging. Science.

[70] Rath S (2020). MitoCarta3.0: an updated mitochondrial proteome now with sub-organelle localization and pathway annotations. Nucleic Acids Res..

[71] Kuznetsova, I. et al. Simultaneous processing and degradation of mitochondrial RNAs revealed by circularized RNA sequencing. *Nucleic Acids Res.***45**, gkx104- (2017).10.1093/nar/gkx104PMC543591128201688

[72] Port F, Chen H-M, Lee T, Bullock SL (2014). Optimized CRISPR/Cas tools for efficient germline and somatic genome engineering in Drosophila. Proc. Natl Acad. Sci. USA.

[73] Gratz, S. J., Rubinstein, C. D., Harrison, M. M., Wildonger, J. & O’Connor-Giles, K. M. CRISPR-Cas9 genome editing in drosophila. *Curr. Protoc. Mol. Biol.***111**, 31.2.1–31.2.20 (2015).10.1002/0471142727.mb3102s111PMC450675826131852

[74] Jiang S (2019). TEFM regulates both transcription elongation and RNA processing in mitochondria. EMBO Rep..

[75] Wibom R, Hagenfeldt L, von Döbeln U (2002). Measurement of ATP production and respiratory chain enzyme activities in mitochondria isolated from small muscle biopsy samples. Anal. Biochem..

[76] Wredenberg A (2013). MTERF3 regulates mitochondrial ribosome biogenesis in invertebrates and mammals. PLoS Genet..

[77] Temperley RJ (2003). Investigation of a pathogenic mtDNA microdeletion reveals a translation-dependent deadenylation decay pathway in human mitochondria. Hum. Mol. Genet..

[78] Schober FA, Atanassov I, Freyer C, Wredenberg A (2020). Mitochondrial gene expression, methods and protocols. Methods Mol. Biol..

[79] Bushnell B, Rood J, Singer E (2017). BBMerge—accurate paired shotgun read merging via overlap. PLoS ONE.

[80] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[81] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[82] Schober FA (2021). The one-carbon pool controls mitochondrial energy metabolism via complex I and iron-sulfur clusters. Sci. Adv..

[83] Tyanova S, Temu T, Cox J (2016). The MaxQuant computational platform for mass spectrometry-based shotgun proteomics. Nat. Protoc..

[84] Yim A (2020). mitoXplorer, a visual data mining platform to systematically analyze and visualize mitochondrial expression dynamics and mutations. Nucleic Acids Res..

[85] Deutsch EW (2020). The ProteomeXchange consortium in 2020: enabling ‘big data’ approaches in proteomics. Nucleic Acids Res..

[86] Perez-Riverol Y (2021). The PRIDE database resources in 2022: a hub for mass spectrometry-based proteomics evidences. Nucleic Acids Res..

# Supplementary material for: ANGEL2 phosphatase activity is required for non-canonical mitochondrial RNA processing
**Source:** Nat Commun. 2022 Sep 30;13:5750. doi: 10.1038/s41467-022-33368-9
**Supplement:** Supplementary file 1 — Supplementary information

# **ANGEL2 phosphatase activity is required for non-canonical mitochondrial RNA processing**

Paula Clemente, Javier Calvo-Garrido, Sarah F. Pearce, Florian A. Schober, Megumi Shigematsu, Stefan J. Siira, Isabelle Laine, Henrik Spåhr, Christian Steinmetzger, Katja Petzold, Yohei Kirino, Rolf Wibom, Oliver Rackham, Aleksandra Filipovska, Joanna Rorbach, Christoph Freyer, Anna Wredenberg

## **Supplementary information**

- Supplementary figures 1-9
- Supplementary table 1

## **Other Supplementary Materials for this manuscript include the following:**

- Supplementary data 1. Proteomics data.
- Supplementary data 2. Oligonucleotides and Taqman probes used in this study

# Supplementary Figures

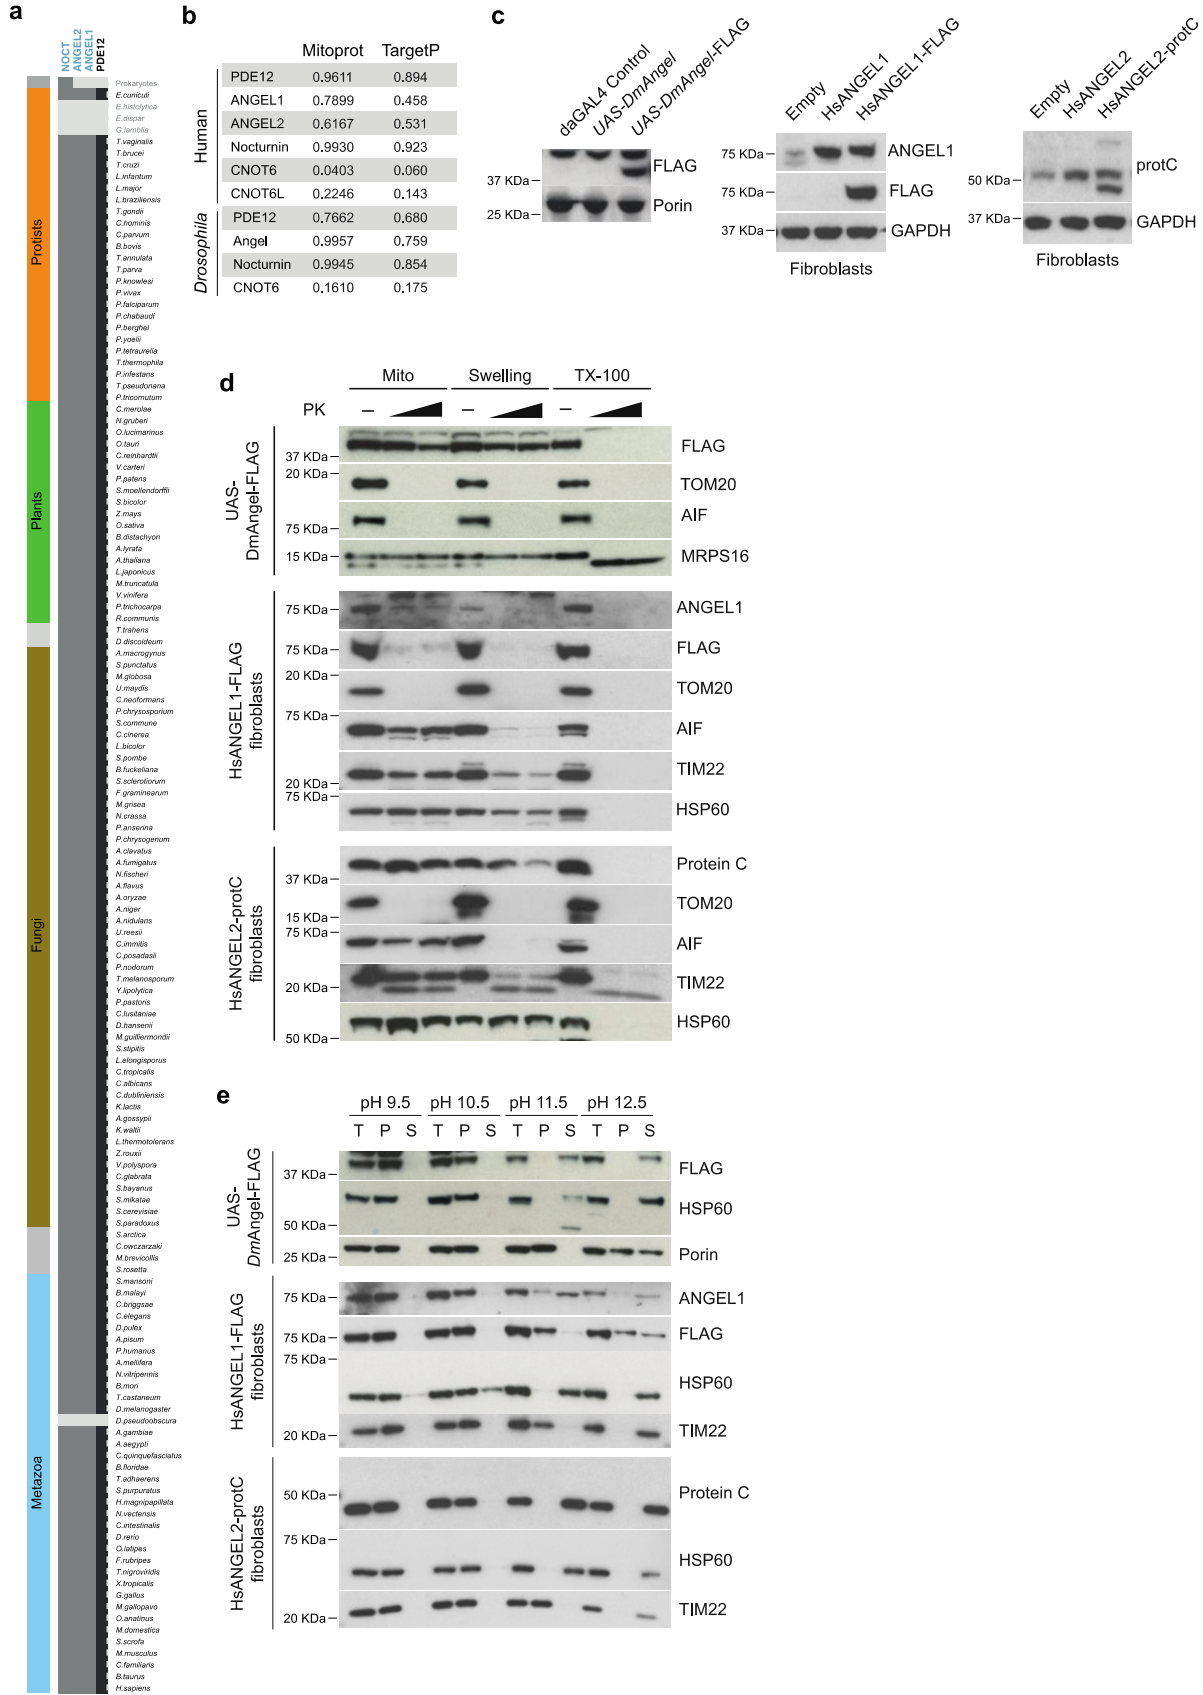

*Supplementary figure 1. Identification of and subcellular localisation of carbon catabolite repression 4 (Ccr4) family members.*

**a** Readout of co-evolutionary loss of ANGEL1, ANGEL2 and NOCTURNIN (NOCT) together with PDE12. Loss of all factors in *Drosophila pseudoobscura* is most like due to lack of annotation. **b** *In silico* prediction of subcellular localisation of various Ccr4 family members from humans or *Drosophila*, using MitoProt or TargetP. **c** Western blot analysis demonstrating overexpression of tagged *Dm*ANGEL-FLAG (left panel) in flies, or *Hs*ANGEL1-FLAG (middle) or *Hs*ANGEL2-ProtC in fibroblasts. **d** Western blot analysis of submitochondrial localisation of *Dm*ANGEL, *Hs*ANGEL1 and *Hs*ANGEL2, using samples described in (c) as determined by swelling and proteinase K (PK) treatment. Detergent Triton X-100 (TX-100) was used as control. Antibodies used as indicated. **e** Western blot analysis of submitochondrial localisation of *Dm*ANGEL, *Hs*ANGEL1 and *Hs*ANGEL2, using samples described in (c) as determined by sodium carbonate treatment at the specified pH. Antibodies used as indicated. Representative experiments are shown of 2 independent experiments performed with biologically independent samples.

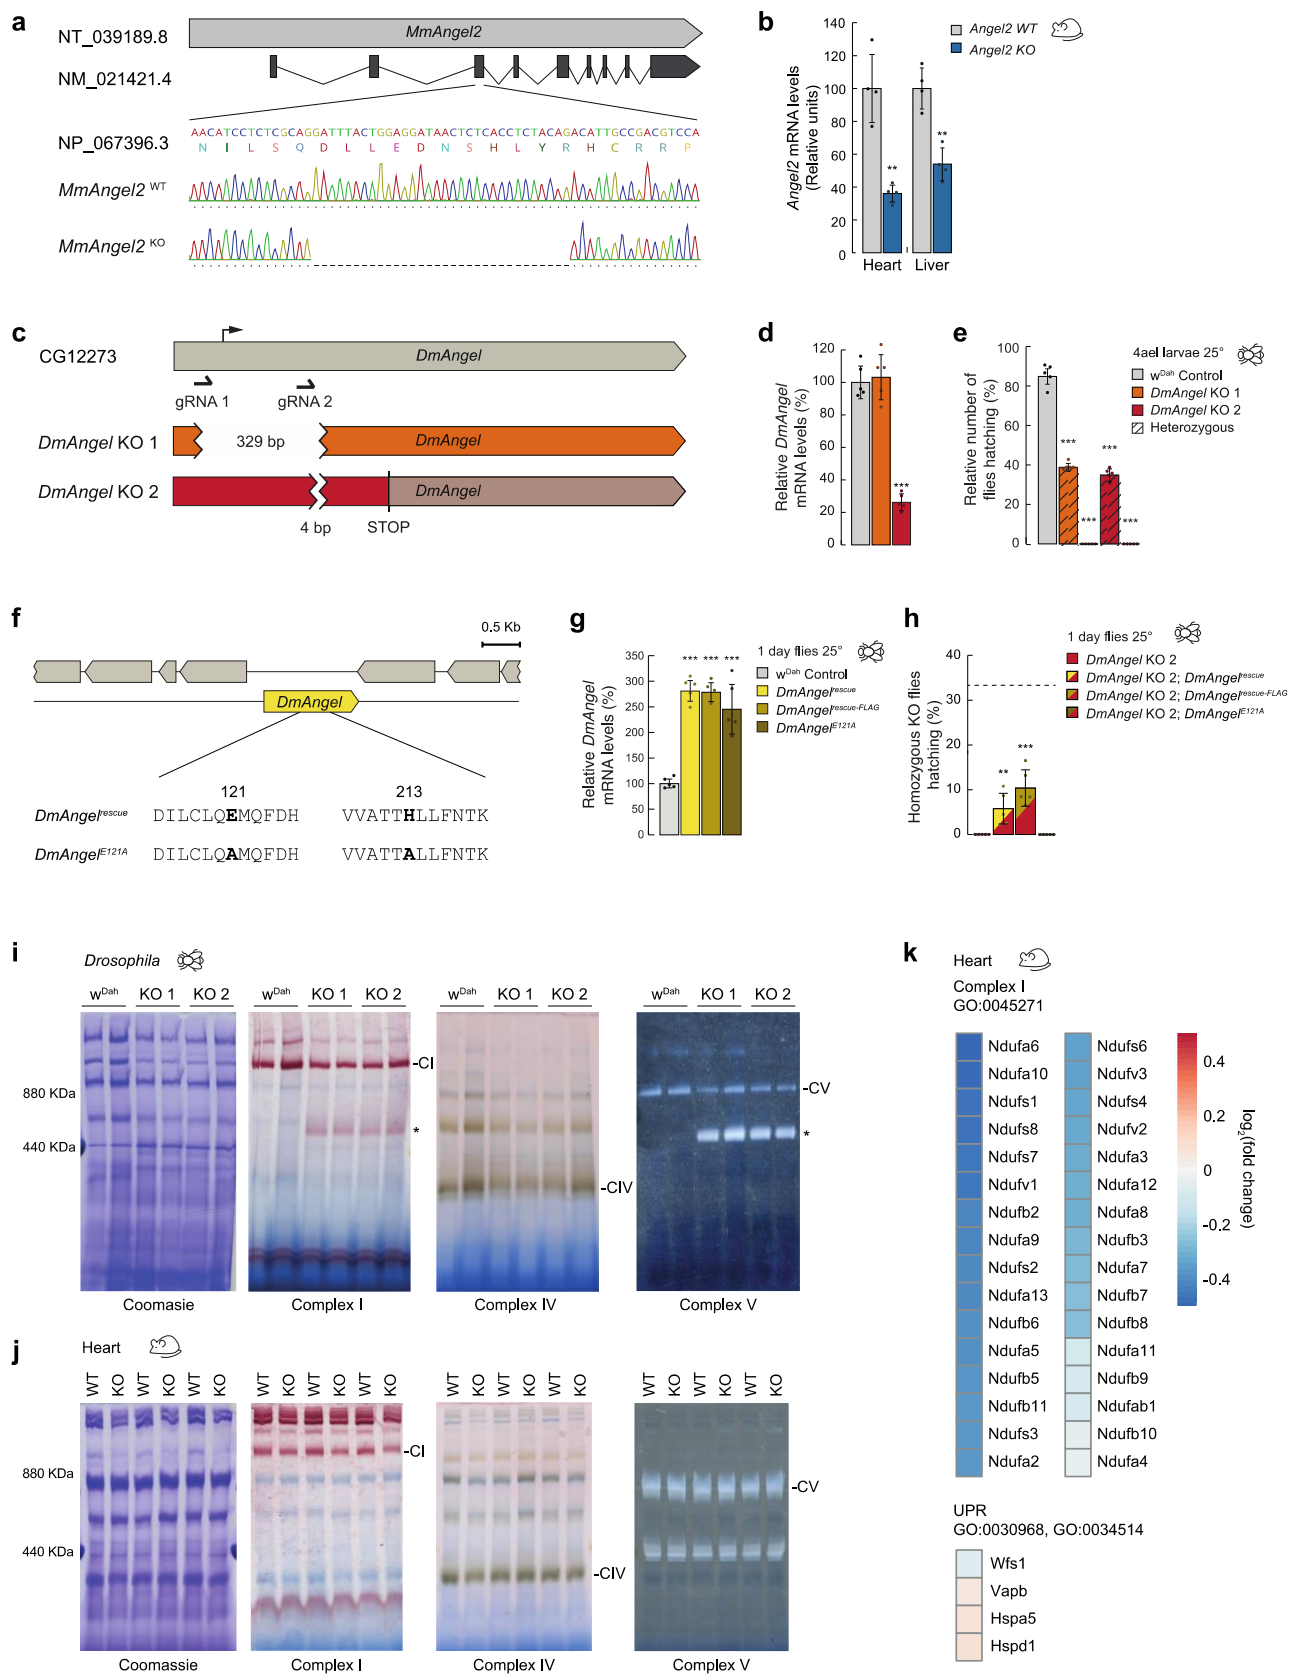

KO (blue) heart or liver samples at 16 weeks. (n = 4 biologically independent samples, with 3 technical repetitions). **c** Genomic arrangement of *DmAngel* (CG12273). Guide RNAs (gRNA1/2) were designed to target translation initiation. Two KO lines (orange and red) were selected. **d** Relative *DmAngel* transcript expression levels in control (wDah; grey) and *DmAngel* KO (orange and red) larvae at 4 days after egg laying. (n = 5 biologically independent samples, with 3 technical repetitions) **e** Hatching rates of control flies (wDah; grey) and flies homozygous (solid) or heterozygous (striped) for *DmAngel* KO (orange and red) (n = 5 biologically independent samples, with 2 technical repetitions). **f** Genomic constructs containing control (*DmAngel<sup>rescue</sup>*), FLAG tagged (*DmAngel<sup>rescue</sup>-FLAG*) or inactive (*DmAngel<sup>E121A</sup>*) *DmAngel* alleles were used to generate rescue fly lines. **g** Relative expression levels of *DmAngel* in transgenic flies described in (f). (n=5 biologically independent samples for *DmAngel<sup>rescue</sup>* or *DmAngel<sup>E121A</sup>*, n = 4 biologically independent samples for *DmAngel<sup>rescue</sup>-FLAG* with 3 technical repetitions). **h** Hatching rates of transgenic *DmAngel<sup>rescue</sup>*, *DmAngel<sup>rescue</sup>-FLAG*, and *DmAngel<sup>E121A</sup>* transgenic flies homozygous for the *DmAngel<sup>KO</sup>* allele (n = 5 biologically independent samples, performed once). **i** BN-PAGE and in-gel activity of control (wDah) and *DmAngel<sup>KO</sup>* larvae (KO 1, KO 2) 4 days after egg laying. In-gel activities of NADH dehydrogenase (complex I, CI), cytochrome *c* oxidase (Complex IV, CIV) and ATP synthase (Complex V, CV) are shown. Partially assembled complexes of complex I and V are indicated by asterisks. (n = 2 biologically independent samples, performed once). **j** BN-PAGE and in-gel activities of 16-week-old heart mitochondria from control (WT) and *MmAngel2<sup>KO</sup>* (KO) mice. (n = 3 biologically independent samples, performed once). **k** Heatmap of steady state levels of mitochondrial complex I subunits (GO: 0045271) and proteins of the unfolded protein response (GO: 0030968 and 0034514, as revealed by proteomic analysis in 16-week-old knock-out mouse hearts, relative to controls. (n = 3 biologically independent samples). All data are represented as mean  $\pm$  SD with \*p<0.05, \*\*p<0.01, \*\*\*p<0.001 with 2-tailed Student's T-test.

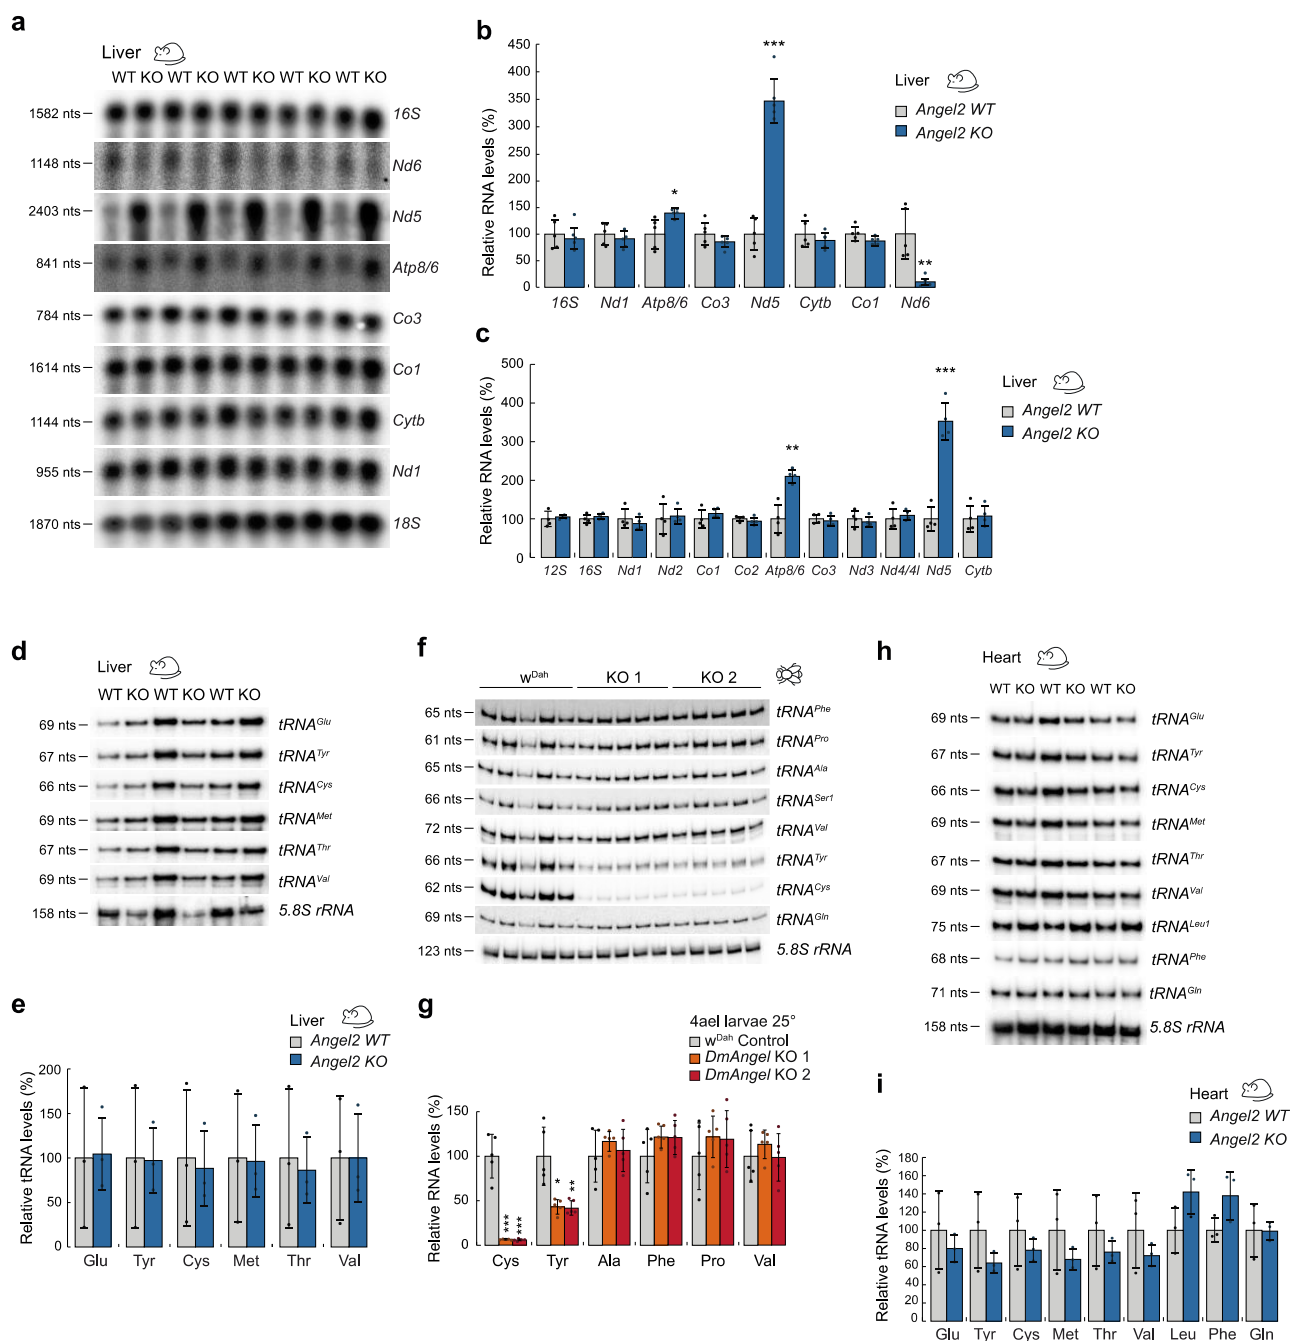

**Supplementary figure 3. Knock-out of *DmAngel* or *MmAngel2* affects mitochondrial mRNA levels**

**a, b, c** Steady-state levels of mitochondrial transcripts in the liver of 16-week-old control (grey) or *MmAngel2*<sup>KO</sup> (blue) mice as determined by **(a, b)** Northern blot (n = 5 biologically independent samples, performed once) and **(c)** qRT-PCR (n = 4 biologically independent samples, with 3 technical repetitions). 18S rRNA was used as a loading control. **d** Northern blot analysis of mitochondrial tRNAs in liver of 16-week-old control (grey) or *MmAngel2*<sup>KO</sup> (blue) mice. Separation was performed by PAGE. 5.8S rRNA was used as loading control. **e** Quantification of **(d)**. (n = 3 biologically independent samples) **f** Northern blot analysis of mitochondrial tRNAs in 4-day-old control (wDah) and *DmAngel*<sup>KO</sup> (KO 1, KO 2) larvae. Separation was performed by PAGE. 5.8S rRNA was used as loading control. **g** Quantification of **(f)** (n = 5 biologically independent samples). **h** Northern blot

analysis of mitochondrial tRNAs in the heart of 16-week-old control (grey) or *MmAngel2*<sup>KO</sup> (blue) mice. 5.8S rRNA was used as loading control. **i** Quantification of (h) (n = 3 biologically independent samples). (All data are represented as mean  $\pm$  SD; \*p<0.05, \*\*p<0.01, \*\*\*p<0.001 with 2-tailed Student's T-test).

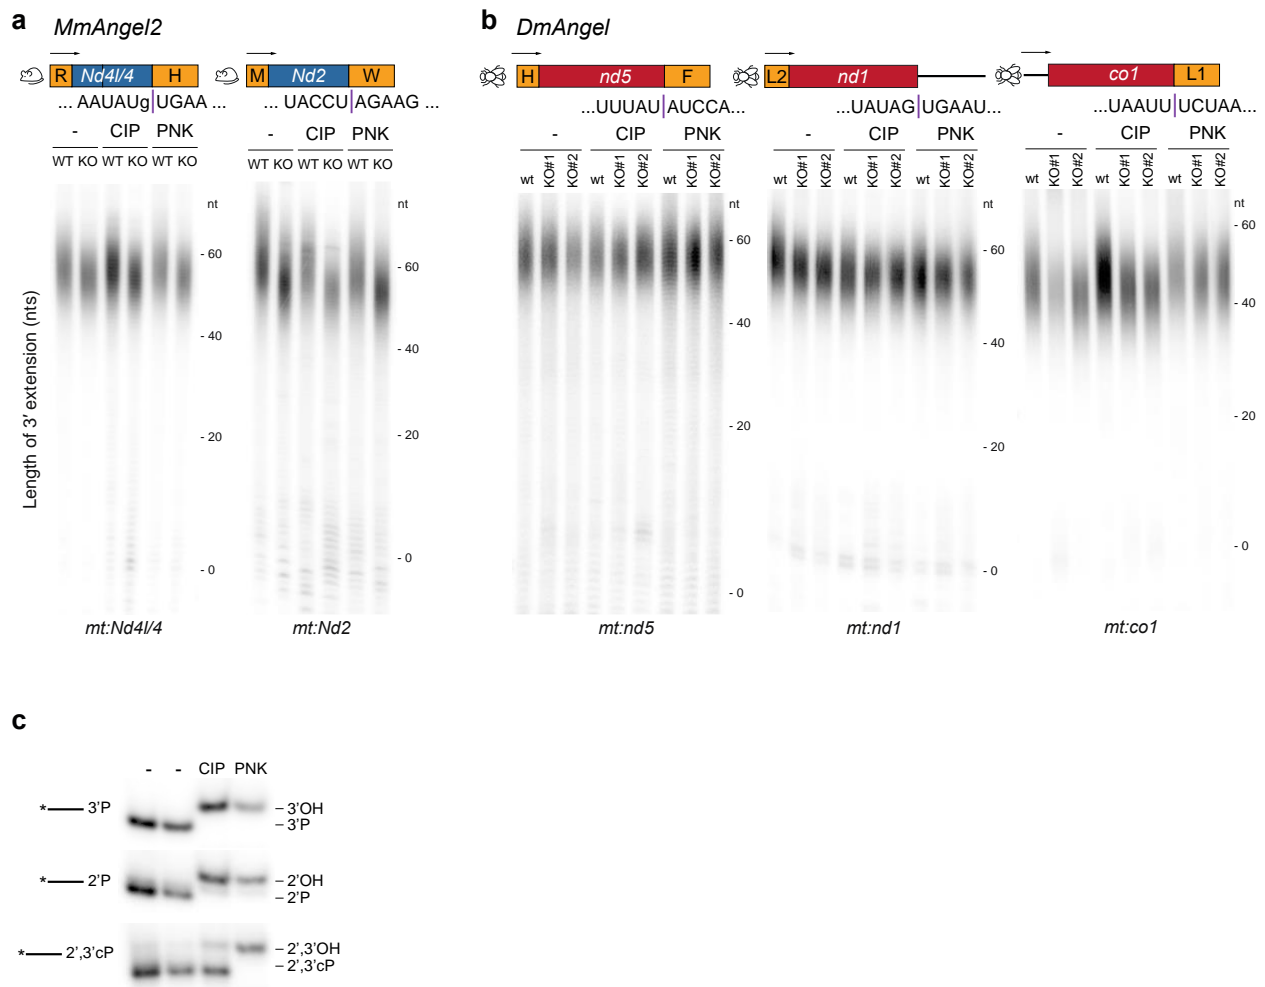

Supplementary figure 4. Mitochondrial poly(A) tail length is not affected in canonically processed transcripts in *MmAngel2*<sup>KO</sup> mice

**a** *MmAngel2*<sup>KO</sup>, MPAT assay on the canonical transcripts *mt:Nd4l/4* and *mt:Nd2* in mouse samples from control (WT) and *MmAngel2*<sup>KO</sup> (KO) 16-week-old hearts. A representative experiment is shown of at least 3 independent experiments performed with biologically independent samples. **b** *DmAngel*<sup>KO</sup>: MPAT assay on the canonical transcripts *mt:nd5* and *mt:co1*, and the non-canonical transcript *mt:nd1* in samples from control (WT) and *DmAngel*<sup>KO</sup> (KO1/2, red) larvae at 4 days after egg laying. A representative experiment is shown of at least 3 independent experiments performed with biologically independent samples. **c** In vitro hydrolysis of terminal phosphates by calf intestinal phosphatase (CIP) or T4 polynucleotide kinase (PNK). 5' end-labelled RNA oligos containing either 2'-, 3'-, or 2',3' cyclic phosphates were incubated with CIP or PNK, followed by PAGE separation. A representative experiment is shown of 2 independent experiments.

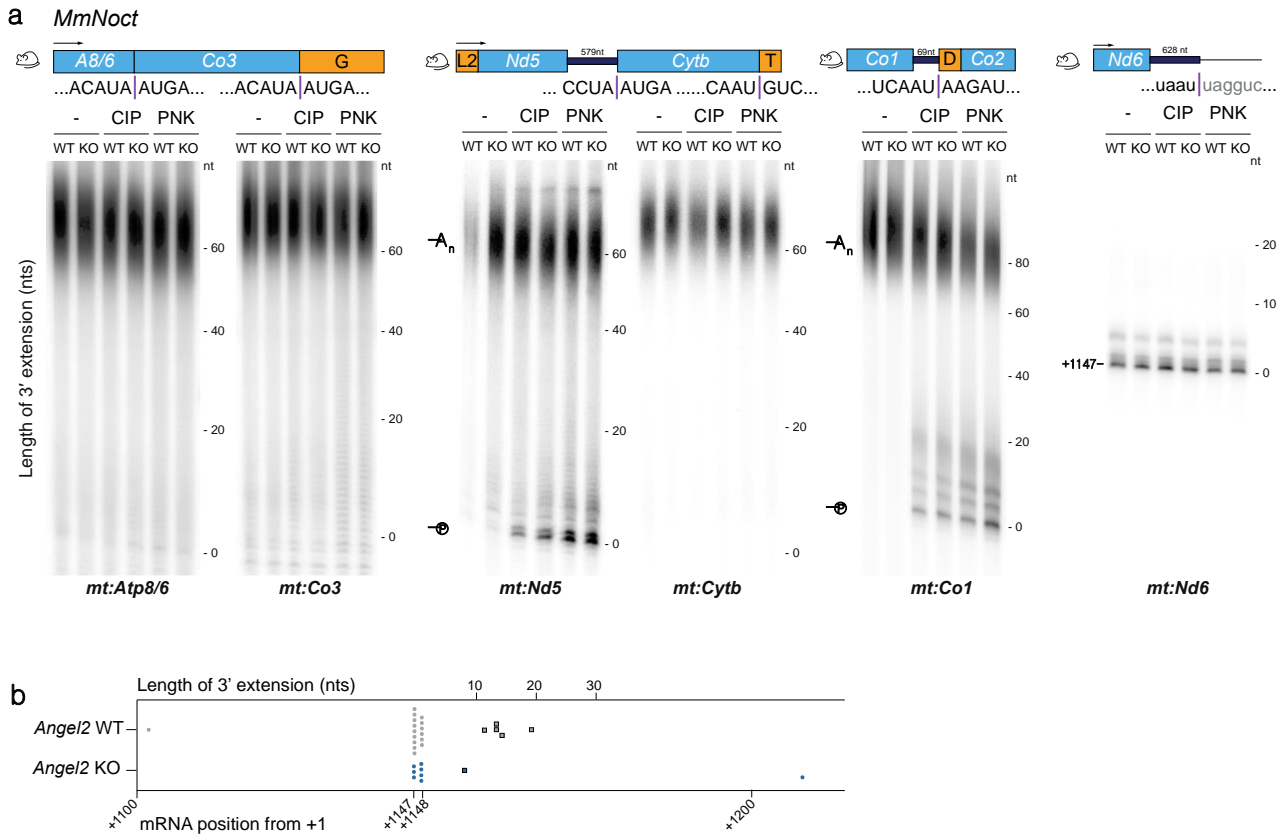

Supplementary figure 6. Mitochondrial poly(A) tail length is not affected in *MmNOCT*<sup>KO</sup> mice

**a** *MmNoct*<sup>KO</sup>: MPAT assay on the non-canonical transcripts *mt:Atp8/6*, *mt:Nd5* and *mt:Nd6*, as well as on the canonical transcripts *mt:Co3*, *mt:Cytb* and *mt:Co1* in mouse samples from control (WT) and *MmNoct*<sup>KO</sup> (KO) 12-week-old hearts. CIP: calf intestinal phosphatase, hydrolyses phosphomonoester bonds. PNK: T4 polynucleotide kinase, hydrolyses phosphomonoester bonds or 2',3' cyclic phosphodiester from RNA ends. Single letter code of flanking tRNAs (orange) is shown. Non-coding sequences are lower case. Sequences not annotated are shown in lower case grey. Poly(A) tail length is calculated from the annotated 3' end. Poly(A) tails (-A<sub>n</sub>) and 3' phosphates (-P) are shown. The experiment was only performed once. **b** Circularisation and sequencing of *mt:Nd6* in control (WT, grey, n = 21 individual transcripts sequenced) and *MmAngel2*<sup>KO</sup> (KO, blue, n = 9 individual transcripts sequenced) 16-week-old hearts. Squares represent clones that carry a poly(A) tail.

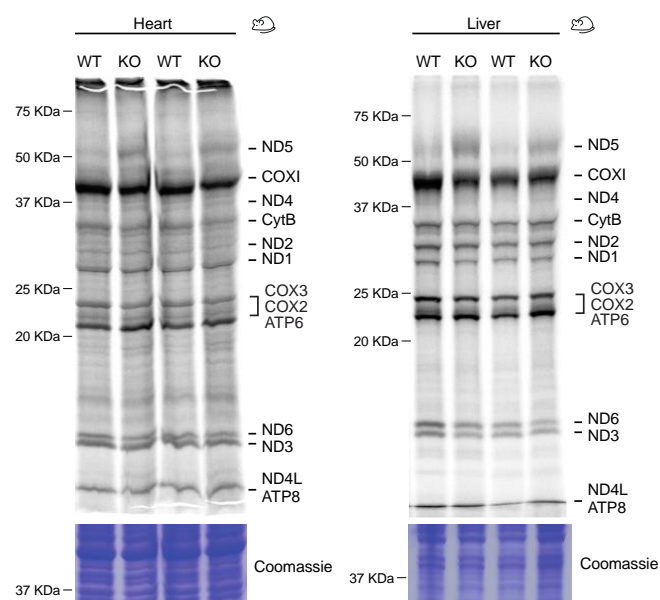

*Supplementary figure 7. Loss of ANGEL2 affects mitochondrial translation*

In organello translation in mitochondrial extracts from 16-week-old control (WT) and *MmAngel2*<sup>KO</sup> (KO) heart and liver samples. Approximate identification of mitochondrial proteins is given. Coomassie stain is shown as loading control. A representative experiment is shown (n = 2 biologically independent samples) of 2 independent experiments performed.

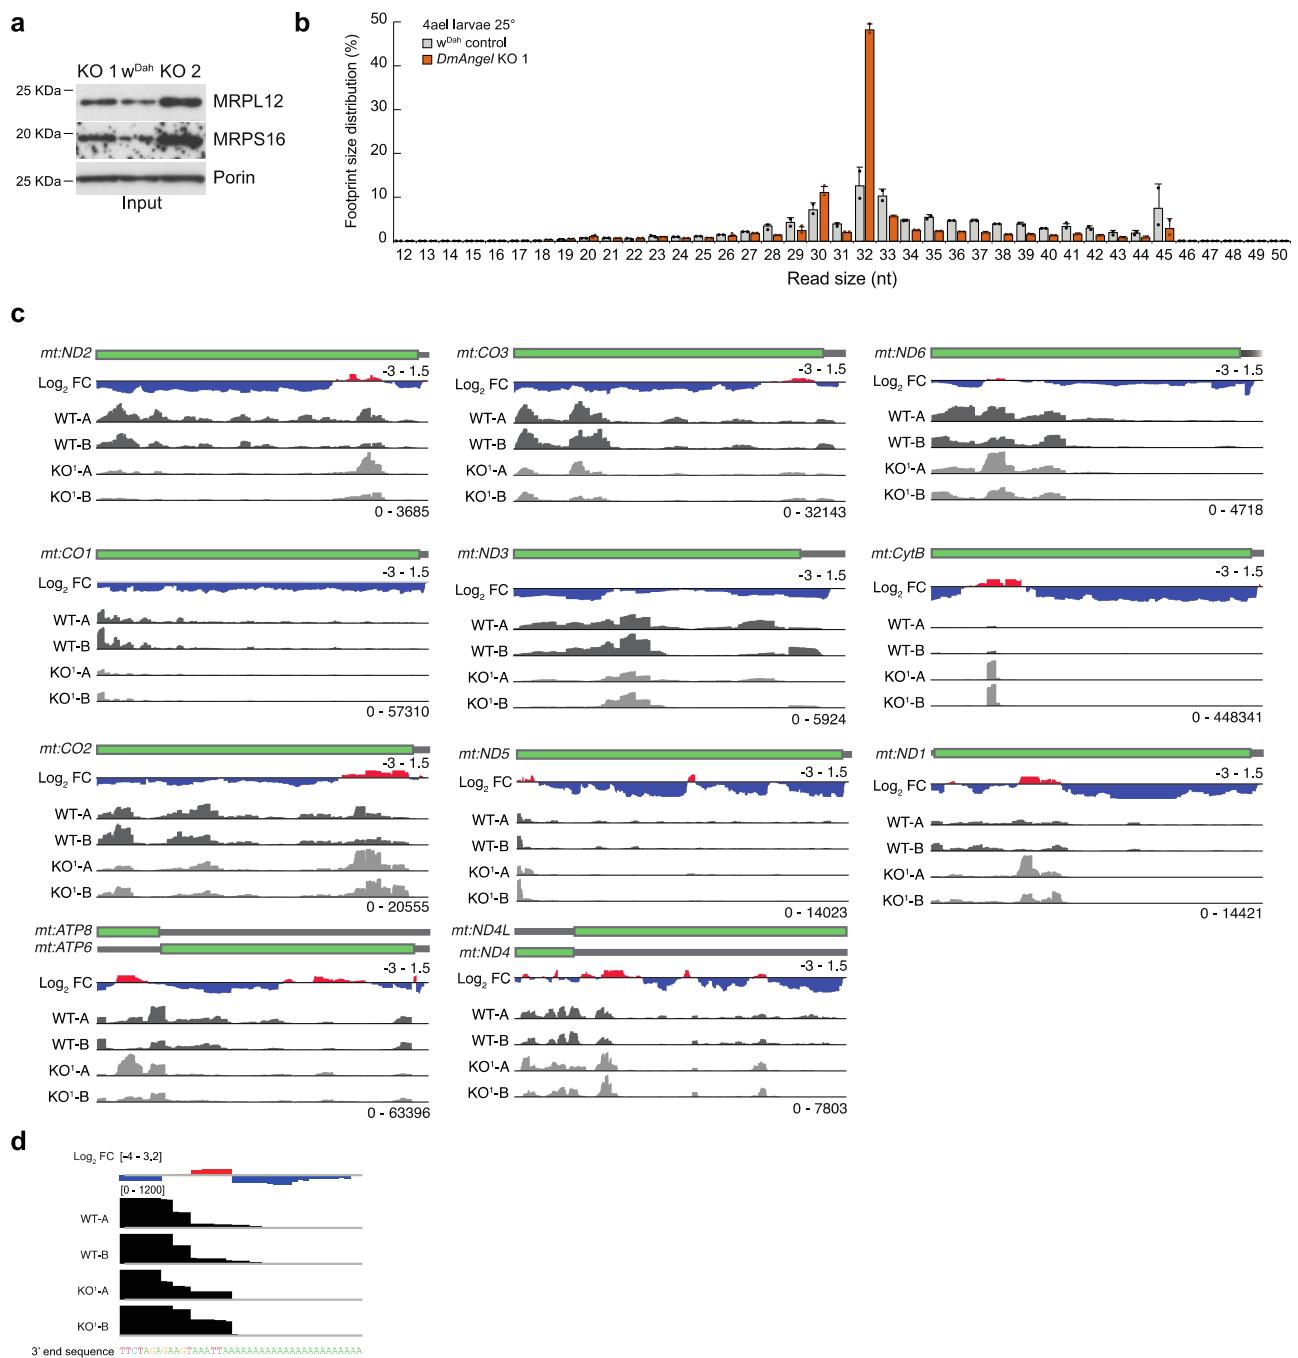

### Supplementary figure 8. Loss of *DmAngel* affects translome composition

**a** Western blot analysis of input samples used for ribosome gradients, decorated with antibodies against the small (MRPS16) and large (MRPL12) mitochondrial subunits from control ( $w^{Dah}$ ) and *DmAngel*<sup>KO</sup> (KO1/2) mitochondrial preparations from 4 days after egg laying (dael) larvae. A representative experiment is shown of 4 independent experiments performed with biologically independent samples. **b** Read size distribution of all mitoribosomal footprints identified in ribosome profiles of mitochondria isolated from control and *DmAngel*<sup>KO</sup> larvae. (mean  $\pm$  SD; \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  with 2-tailed Student's T-test,  $n = 2$  biologically independent samples) **c** Ribosome profiling showing enriched (red) or depleted (blue) footprints on mt-mRNAs in the

knockout compared to control mitochondria ( $\log_2$  fold change range from -3 – 1.5). Double tracks per control (dark grey) or angel knockout (light grey) show the read distribution across each mRNA and counts are identified at the bottom of each track. Results from two independent ribosome profiling experiments on 4 dael control (WT-A, WT-B) and *DmAngel*<sup>KO-1</sup> (KO<sup>1</sup>-A, KO<sup>1</sup>-B) larvae (mean  $\pm$  SD). **d** Ribosome footprints across the 3' end of *mt:atp6* mRNA, showing enriched (red) or depleted (blue) footprints on mt-mRNAs in the knockout compared to control mitochondria. 

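Supplementary Fig. 8b gives the length of the mitoribosomal footprints in each library, which reflects how much RNA a ribosome shields. In the paper's source data, fragments of 32 nt made up 9.62% and 15.6% of these footprints in the control libraries. In the DmAngel KO libraries they made up 47.2% and 49.2%. The tracks of Supplementary Fig. 8c show where along each mRNA the reads lie, which the counts per transcript do not hold. In the deposited counts there were 0.173 and 0.212 reads on mt:cytb for each read on the other mt-mRNAs in the control libraries, and 0.848 and 1.07 in the DmAngel KO libraries.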

Results from two independent ribosome profiling experiments on 4 dael control (WT-A, WT-B) and *DmAngel*<sup>KO-1</sup> (KO<sup>1</sup>-A, KO<sup>1</sup>-B) larvae.

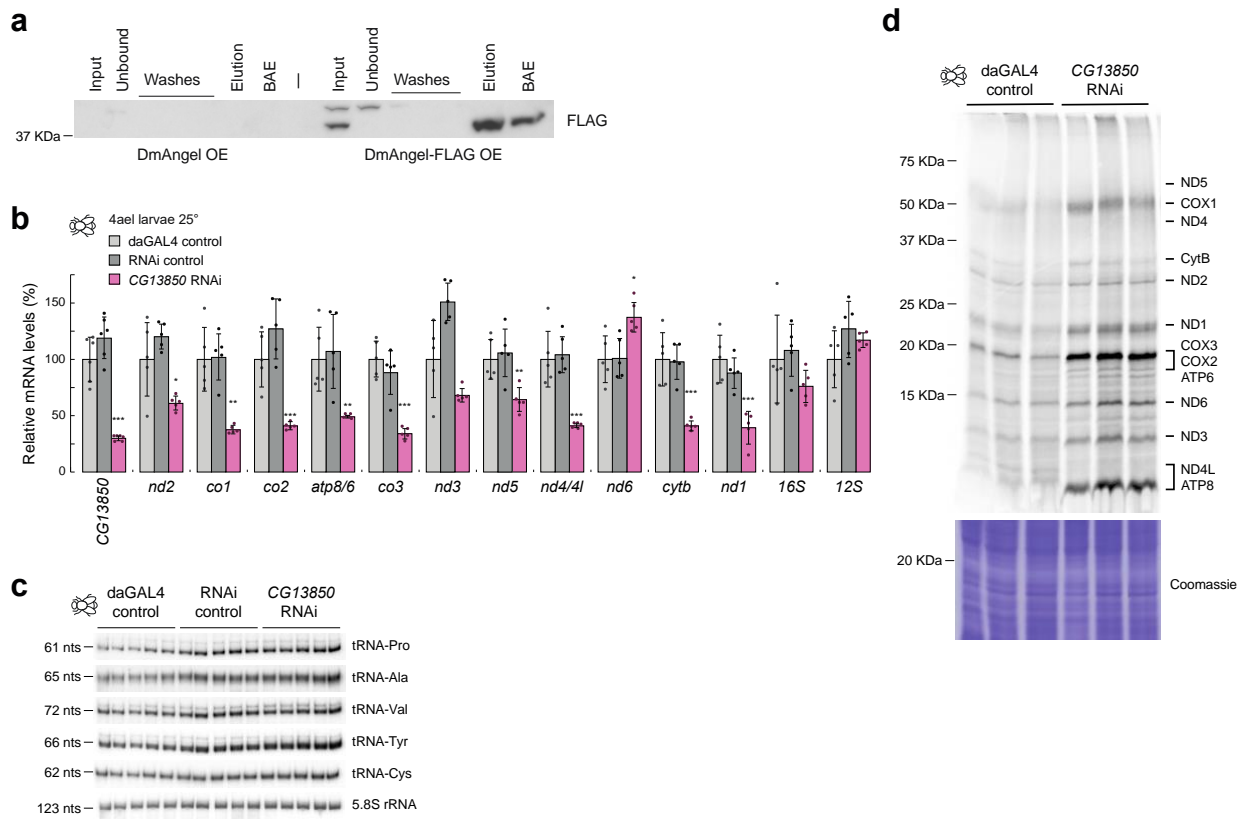

*Supplementary figure 9. DmAngel interacts with CG13850, a Drosophila homolog of the mammalian FAS-activated serine/threonine kinase domain-containing protein family (FASTK).*

**a** Western blot analysis of the fractions obtained in *DmAngel*-FLAG immunoprecipitation (IP) experiments. A representative experiment is shown of 4 independent experiments performed with biologically independent samples. **b** Relative *CG13850* and mitochondrial transcript steady-state levels in *CG13850* knock-down larvae (pink; *CG13850* RNAi) and control larvae (light grey, daGAL4 control; dark grey, RNAi control) at 4-days-after-egg-laying (dael). (mean  $\pm$  SD; \*p<0.05, \*\*p<0.01, \*\*\*p<0.001 with 2-tailed Student's T-test; n = 5 biologically independent samples, with 3 technical repetitions). **c** Northern blot analysis of mitochondrial tRNAs in 4 dael control (daGAL4 control, RNAi control) and *CG13850* KD larvae. Separation was performed by PAGE. 5.8S rRNA was used as loading control. (n = 5 biologically independent samples, performed once). **d** In organello translation in mitochondrial extracts from 4-dael control and *CG13850* KD larvae. Approximate identification of mitochondrial proteins is given. Coomassie stain is shown as loading control. (n = 3 biologically independent samples, performed once).

## Supplementary table 1.

*Fas activated serine/threonine kinase (FASTK) family orthologs and paralogs and their NCBI accession numbers.*

| Species                                          | Name    | NCBI RefSeq    |
|--------------------------------------------------|---------|----------------|
| <b><i>Danio rerio</i> (Zebrafish)</b>            | FASTK   | NP_001164290.1 |
|                                                  | FASTKD1 | NP_991192.2    |
|                                                  | FASTKD2 | XP_692810.5    |
|                                                  | FASTKD3 | XP_001338251.1 |
|                                                  | FASTKD4 | XP_690863.4    |
|                                                  | FASTKD5 | XP_698448.3    |
| <b><i>Homo sapiens</i> (Human)</b>               | FASTK   | NP_006703.1    |
|                                                  | FASTKD1 | NP_001308975.1 |
|                                                  | FASTKD2 | NP_055744.2    |
|                                                  | FASTKD3 | NP_076996.2    |
|                                                  | FASTKD4 | NP_004740.2    |
|                                                  | FASTKD5 | NP_068598.1    |
| <b><i>Mus musculus</i> (Mouse)</b>               | FASTK   | NP_075718.2    |
|                                                  | FASTKD1 | NP_796218.2    |
|                                                  | FASTKD2 | NP_766010.1    |
|                                                  | FASTKD3 | NP_001317352.1 |
|                                                  | FASTKD4 | NP_001123929.1 |
|                                                  | FASTKD5 | NP_001139556.2 |
| <b><i>Rattus norvegicus</i> (Rat)</b>            | FASTK   | NP_001358218.1 |
|                                                  | FASTKD1 | NP_001178667.1 |
|                                                  | FASTKD2 | NP_001009673.1 |
|                                                  | FASTKD3 | NP_001076043.1 |
|                                                  | FASTKD4 | NP_001012154.1 |
|                                                  | FASTKD5 | XP_008760460.2 |
| <b><i>Xenopus tropicalis</i> (Frog)</b>          | FASTKD1 | NP_001039188.1 |
|                                                  | FASTKD3 | NP_001135619.2 |
|                                                  | FASTKD4 | NP_001004904.2 |
|                                                  | FASTKD5 | XP_002936403.2 |
| <b><i>Drosophila melanogaster</i> (fruitfly)</b> | CG13850 | NP_651038      |
|                                                  | CG31643 | NP_723145.1    |

# Supplementary material for: ANGEL2 phosphatase activity is required for non-canonical mitochondrial RNA processing
**Source:** Nat Commun. 2022 Sep 30;13:5750. doi: 10.1038/s41467-022-33368-9
**Supplement:** Supplementary file 3 — Description of additional Supplementary File

**Descriptions of additional Supplementary files**

Supplementary data 1. Proteomics data.

Supplementary data 2. Oligonucleotides and Taqman probes used in this study

# Supplementary material for: ANGEL2 phosphatase activity is required for non-canonical mitochondrial RNA processing
**Source:** Nat Commun. 2022 Sep 30;13:5750. doi: 10.1038/s41467-022-33368-9
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection: NextSeq Control Software 4.0.1.41/RTA 2.11.3.

Data analysis: ImageQuant TL v8.1(GE Healthcare), R v4.1.1, Proteome Discoverer v2.5 (Thermo Fisher Scientific), MaxQuant v1.6.3.4, R v4.1.1, BBTools suite v38.79, Bowtie2 v2.4.1, BEDTools v2.26.0.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The ribo-profile data sets generated in this study have been deposited to GEO with accession number GSE189750. MS proteomics data generated in this study have been deposited to the ProteomeXchange Consortium via the PRIDE86 partner repository with the dataset identifier PXD033394. Datasets used in this study are MitoXplorer v2, FASTA files from UniProt (D. melanogaster in October 2019, M. musculus in September 2018) and Drosophila Ensembl v99 transcriptome sequences. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Statistical determination of sample size was not performed. Sample size, statistical tests and P-values are indicated in the methods section or figure legends. Non-quantitative experiments were repeated two to five different times to ensure reproducibility. The sample size (n= 3-6 animals/experimental group) in quantitative experiments is based on previous experience. The phenotypic differences between control and animals with disrupted mitochondrial function is so great, that statistical significance is already observed at small samples sizes. Furthermore, control and experimental group are isogenic and usually litter mates, reducing variability. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Replication     | 2-5 independent biological replicas of all experiments were performed, as detailed in the figure legends, with the exception of supplemental figure 6a that was performed once. All experiments were successfully reproduced.                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Randomization   | Not relevant to our study. It is not possible to use randomization, since we study animals based on their genotype. Heterozygous animals are crossed (+/-) which results in three different genotypes (+/+, +/-, -/-) of which wt (+/+) and ko (-/-) are used in experiments. Our study does not involve treatments that would require assigning animals to different experimental groups. Experimental bias is addressed by preparing wt and KO samples in parallel and using appropriate controls.                                                                                                                                                                            |
| Blinding        | Blinding was not used for data collection or analysis, as the same researcher collected the samples, performed the experiments and analyzed the data. Experimental and control samples were always analyzed in parallel and were treated in the same manner.                                                                                                                                                                                                                                                                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Primary antibodies:  
 anti-DDDDK (ab1257, Abcam)  
 anti-Histone 3 (H0164, Merck)  
 anti-HSP60 (AB1-SPA-807-E, Enzo Life Sciences)  
 anti-Protein C (A00637, GenScript)  
 anti-TOM20 (13929S, Cell Signalling)  
 anti-TOM20 (42406, Cell Signaling)  
 anti-AIF (ab16501, Chemicon)  
 anti-MRPS16 (HPA054538, Merck)  
 anti-MRPL12 (HPA022853, Merck)  
 anti-TIM22 (14927-1-AP, Proteintech)  
 anti-Porin (ab14734, Abcam)  
 anti-GAPDH (ab8245, Abcam)  
 anti-ANGEL1 (sab1303061, Merck)

## Secondary antibodies:

mouse anti-goat IgG-HRP (sc-2354, Santa Cruz)  
 anti-Rabbit IgG HRP Linked F(ab')<sub>2</sub> (NA9340-1ML, Cytiva)  
 anti-Mouse IgG HRP Linked F(ab')<sub>2</sub> Fragment (NA9310-1ML, Cytiva)  
 Goat anti-Rabbit IgG (H+L) antibody Alexa Fluor 568 (A-11036, Thermo Fisher)  
 Goat anti-Mouse IgG (H+L) antibody Alexa Fluor 568 (A-11031, Thermo Fisher)

## Validation

The anti-ANGEL1 antibody (Merck, <https://www.sigmaaldrich.com/SE/en/product/sigma/sab1303061>) has been validated in this study. The antibody recognised a 75 KDa band in human fibroblasts that overexpress human ANGEL1 or ANGEL1-FLAG. The same band is detected with anti-ANGEL1 and anti-DDDDK antibodies. The anti-ANGEL1 does not recognize the endogenous protein.

The remaining antibodies have been validated by the manufacturer, validation details and relevant publications are detailed in their respective websites.

anti-DDDDK: Abcam, [https://www.abcam.com/ddddk-tag-binds-to-flag-tag-sequence-antibody-ab1257.html#description\\_references](https://www.abcam.com/ddddk-tag-binds-to-flag-tag-sequence-antibody-ab1257.html#description_references)  
 anti-Histone3: Merck, <https://www.sigmaaldrich.com/SE/en/product/sigma/h0164>  
 anti-HSP60: Enzo Life Sciences, <https://www.enzolifesciences.com/ADI-SPA-807/hsp60-monoclonal-antibody-lk-2/>  
 anti-ProteinC: GenScript, [https://www.genscript.com/antibody/A00637-Protein\\_C\\_Tag\\_Antibody\\_HPC4\\_pAb\\_Rabbit.html](https://www.genscript.com/antibody/A00637-Protein_C_Tag_Antibody_HPC4_pAb_Rabbit.html)  
 anti-TOM20: Cell signaling, <https://www.cellsignal.com/products/primary-antibodies/tom20-antibody/13929> and <https://www.cellsignal.com/products/primary-antibodies/tom20-d8t4n-rabbit-mab/42406>  
 anti-AIF: Chemicon/Merck, <https://www.sigmaaldrich.com/SE/en/product/mm/ab16501>  
 anti-MRPS16: The Human Protein Atlas/Merck, <https://www.sigmaaldrich.com/SE/en/product/sigma/hpa054538> and <https://www.proteinatlas.org/ENSG00000182180-MRPS16/antibody>  
 anti-MRPL12: The Human Protein Atlas/Merck <https://www.sigmaaldrich.com/SE/en/product/sigma/hpa022853> and <https://www.proteinatlas.org/ENSG00000262814-MRPL12/antibody>  
 anti-TIM22: Proteintech/Thermo Fisher, <https://www.thermofisher.com/antibody/product/TIM22-Antibody-Polyclonal/14927-1-AP>  
 anti-Porin: Abcam, <https://www.abcam.com/vdac1porin-antibody-20b12af2-ab14734.html>  
 anti-GAPDH: Abcam, <https://www.abcam.com/gapdh-antibody-6c5-loading-control-ab8245.html>  
 mouse anti-goat IgG-HRP: Santa Cruz, <https://www.scbt.com/p/mouse-anti-goat-igg-hrp>  
 anti-Rabbit IgG HRP Linked F(ab')<sub>2</sub> (NA9340-1ML, Cytiva): Cytiva, <https://www.cytivalifesciences.com/en/us/shop/protein-analysis/blotting-and-detection/blotting-standards-and-reagents/amersham-ecl-hrp-conjugated-antibodies-p-06260#productsupport>  
 Goat anti-Rabbit IgG (H+L) antibody Alexa Fluor 568: Thermo Fisher, <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11036>  
 Goat anti-Mouse IgG (H+L) antibody Alexa Fluor 568: Thermo Fisher, <https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11031>

## Eukaryotic cell lines

## Policy information about cell lines

## Cell line source(s)

Human fibroblast lines were obtained from the Center of inherited metabolic diseases at Karolinska University Hospital. A control cell line with normal mitochondrial biochemistry was selected for this study. This cell line had been previously used as a control in Calvo-Garrido, J. et al. (<https://www.sciencedirect.com/science/article/pii/S2213671119300256?via%3DiHub#mmc1>) and was immortalised by exogenous expression of hTERT. Phoenix-AMPHO cells were obtained from ATCC.

## Authentication

Human fibroblast lines are not authenticated. Fibroblast biopsies and establishment of fibroblast cultures is part of clinical routine at the Center of inherited metabolic diseases at the Karolinska University hospital for more than 30 years. The procedure is described in the following publication: <https://ng.neurology.org/content/77/2/e566>. Authentication of Phoenix-AMPHO cells was performed by ATCC <https://www.atcc.org/products/crl-3213>.

## Mycoplasma contamination

All cell lines tested negative for mycoplasma infection

Commonly misidentified lines  
(See ICLAC register)

No commonly misidentified cell lines were used in this study

## Animals and other organisms

## Policy information about studies involving animals; ARRIVE guidelines recommended for reporting animal research

## Laboratory animals

Angel2 knock-out and wild type mice used in this study belong to strain C57BL/6N, experiments were always performed in 16-week old males and females with consistent results. In each experiment only male or female mice were used. Angel2 knock-out mice were obtained from Nanjing Biomedical Research Institute, Nanjing University, China (Strain number: T001889; B6/N-Angel2em1Cd32/Nju) and backcrossed to the C57BL/6N strain (Charles River Laboratories). Mice were housed in standard individually ventilated cages with a 12-hour:12-hour light:dark cycle under controlled environmental conditions.

All *Drosophila melanogaster* lines in this study have been backcrossed to the Wolbachia-free white Dahomey background. Experiments were performed on third instar larvae or one-day flies as indicated. When experiments were performed on adult flies, only males were used. The DmAngel knock out line, DmAngel rescue lines, DmAngel overexpression lines and CG13850 overexpression lines were generated in this study, as indicated in the methods section, and backcrossed to the white Dahomey genetic background. The CG13850 RNAi line was obtained from Vienna *Drosophila* Resource Center (VDRC line #15233) and backcrossed to the white Dahomey genetic background. The daughterlessGAL4 line was a kind gift of Prof. Linda Partridge and was

backcrossed to the white Dahomey genetic background.

Wild animals

The study did not involve wild animals

Field-collected samples

The study did not involve samples collected from the field

Ethics oversight

All animal procedures were approved by the Stockholm's Animal Experimentation Ethics Board (Ethical permit number 14460/18) of the Swedish Board of Agriculture and were performed in accordance with national and European law.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

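Mitoribosome footprints were sequenced from 2 control (wDah) and 2 DmAngel KO samples of larvae at 4 days after egg laying, and each sample was one library. The condition and the replicate number of each library came from the sample labels, and the age and the KO-1 line from the paper. The legend of Supplementary Fig. 8 gives 2 independent experiments, lettered A and B, and the replicate numbers were taken to stand for them. The pairing of same-numbered libraries comes from these numbers and is not stated in the paper.

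The values are counts. The authors merged read pairs with BBMerge, trimmed the linker with BBDuk, removed reads that aligned to fly non-coding RNA, aligned the remaining reads with Bowtie2 to the Ensembl transcript sequences with edited mitochondrial entries, and deposited the number of reads on each entry without normalization. How reads were counted from the alignments, and how reads that match several isoforms were shared among them, is not named in the paper's text. Some nuclear rRNA reads are still in the counts: entries of nuclear rRNA, its precursor and its pseudogenes held 2.05% and 3.03% of the reads outside mtDNA in control and 2.95% and 4.08% in DmAngel KO, and 35 of them are among the entries tested outside mtDNA. The deposited counts of all 33 mt-mRNA and mt-tRNA entries were identical to the paper's source data for Fig. 5c and 5d.

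Of the 34882 entries outside mtDNA, 34713 were found in the gene annotation of BDGP6.54, which gave gene symbols and all coordinates. The files hold no coordinates, and the paper names an earlier Ensembl release without a build. No genome sequence was used here.

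Differential tests used edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) on the deposited counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. For the 11 mt-mRNAs and for the 22 mt-tRNAs the library size was the sum over these entries and no normalization factors were used, as the paper plots shares of these totals. Entries outside mtDNA were filtered with filterByExpr, which left 3270, and scaled with TMM factors on the sum over entries outside mtDNA. The main design had no replicate block, and the fit with the block is given beside it. Standard errors were derived from the quasi-likelihood F statistic. DESeq2 1.42.0 was the alternative test. Other alternatives were TMM factors, library sizes without mt:cytb or mt:tRNA-Met, library sizes from the mt-mRNAs or from all entries, a dispersion from all mtDNA-encoded entries, other filters on low counts, counts summed per gene, and leaving out each library in turn. These alternatives, the designs and the rule for the genes named were set before the data were examined. The library sizes without mt:cytb or mt:tRNA-Met combined with the replicate block were added after seeing the data. The rule names the mtDNA-encoded genes that the paper discusses for this experiment or its tRNA levels, any other mt-mRNA or mt-tRNA past the threshold, angel, CG13850 and, outside mtDNA, the 3 genes with the largest change in each direction among entries past the threshold with a mean of at least 50 counts and both knockout libraries on one side of both controls.

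The total count per library ranged from 1789947 to 8227127. Shares of single libraries have 95% Wilson intervals, and the smallest share that the depth can show, 3 counts of the mt-tRNA total, was 0.0161% in the shallowest library. Groups of 2 libraries were also compared with exact permutation tests over the 6 splits of the 4 libraries, whose smallest two-sided p is 0.333.

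The fits were tested on simulated data drawn from the means and library sizes of the 3270 entries outside mtDNA, in which 200 entries changed by 3 on the log2 scale. At 2 libraries against 2, edgeR recovered 91.5% of them with 5 false calls, 89.5% with the replicate block, and DESeq2 recovered 76% with 1 false call. The draws used a common dispersion of 0.077, balanced changes up and down and no replicate effect. They therefore test neither the block nor the scaling. For 11 simulated mt-mRNAs the largest error of a log2 fold change was 0.18. Their dispersion was set by hand and not estimated from these libraries, and only the estimates were checked, not the calls. The position of reads along a transcript was not analysed here, since the deposited counts are per transcript.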

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

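The tests on library depth, on isoforms and on the mt:tRNA-Met total with the replicate block were chosen only after the results they bear on were seen; the fit without mt:tRNA-Met in the library size and without the block was set beforehand, and was used as a test of an explanation only after its values were seen.

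The paper does not analyse the entries outside mtDNA, which the monosome fraction also carried. Of 3270 such transcripts tested with edgeR's quasi-likelihood test, 152 (from 126 genes) were higher in DmAngel KO than in control and 203 (from 141 genes) were lower at an adjusted p under 0.05. The tested entries include 35 of nuclear rRNA, its precursor and its pseudogenes, of which 0 were called (2 had an unadjusted p under 0.05) and 1 was called with the replicate block. With the replicate as a block the counts were 309 and 430, and all 355 transcripts called without the block were also called with it; the correlation of replicate differences between the conditions was 0.16 over these transcripts. Higher transcripts were 42.8% of the calls with TMM factors, 32.6% with DESeq2, 80.4% without TMM factors and 2.20% with the library size from all entries, and the last 2 settings shifted the median log2 fold change of all transcripts to 0.50 and -1.62, so the balance of higher and lower calls rests on the scaling. The 3 largest increases by the rule for named genes were HtrA2 (3R, 14509049 to 14511712), ase (X, 460747 to 463176) and Ugt37A3 (3R, 12741958 to 12743680). HtrA2 had 10 and 2 reads in control and 301 and 62 in DmAngel KO (log2 fold change 5.04, adjusted p = 0.00298, edgeR). The reads on ase were 23 and 6 in control and 338 and 308 in DmAngel KO (4.71, adjusted p = 0.000283, edgeR), and those on Ugt37A3 were 105 and 32 against 1508 and 989 (4.39, adjusted p = 0.000373, edgeR).

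Some of these increases may come from RNA outside coding sequences that is not a ribosome footprint. Reads inside a coding sequence shared by several isoforms match all of them. If such reads were counted evenly, which the paper does not state, an isoform with far fewer reads than its partner places the reads outside the coding sequence. The transcript of HtrA2 had 375 reads in all 4 libraries, and the other isoform of this gene with the most reads had 4. Among transcripts with such an isoform and at least 20 reads, the isoform had under 20% of the reads for 10.3% of the 39 higher transcripts, 2.33% of the 43 lower ones and 2.21% of the 633 not called (Fisher's exact test of higher against lower, two-sided p = 0.186). The increases of these 4 transcripts cannot be told apart from this explanation. The other 35 of the 39 show no sign of it, though reads in untranslated regions that isoforms share would show none either. The higher transcripts without such an isoform could not be tested this way. A stress response to the mitochondrial defect is a candidate explanation from the design. A list of 11 mitochondrial stress genes was drawn up after the transcripts with the largest changes had been seen, without the stress genes among those, and before the values of the listed genes were seen. Of the 8 that could be tested on counts summed per gene, 1 passed the threshold in edgeR (Thor, log2 fold change 1.96, adjusted p = 0.0206), and all 8 had a log2 fold change above 0 with and without TMM factors (0.095 to 1.96 with them), whereas with the library size from all entries 7 were below 0; relative to the median of all genes all 8 were higher with each of these 3 library sizes. Their median of 0.62 was at percentile 95.6 of 10000 random lists matched on mean expression, just past the 95th. The random lists were matched on expression alone. They do not tell a stress response from a change in which mRNAs the mitochondrial preparation carried along. A stress response remains a hypothesis.

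Among the mt-tRNAs, 2 that the paper does not discuss, mt:tRNA-Ile and mt:tRNA-Gln, had a larger share of the mt-tRNA reads in DmAngel KO. A smaller part taken by mt:tRNA-Met raises every other share of a closed total. With mt:tRNA-Met left out of the library size, the larger of the 2 log2 fold changes was 0.53 against 1.42 and neither passed the threshold. With the replicate block added to that scaling the larger was again 0.53 (mt:tRNA-Ile, adjusted p = 0.119, edgeR), and mt:tRNA-Gln passed the threshold (0.50, adjusted p = 0.017, edgeR). Over the alternatives the adjusted p of mt:tRNA-Gln ranged from 1.34e-06 to 0.847. Most of the increase is therefore consistent with the fall of mt:tRNA-Met, and whether that accounts for all of the increase of mt:tRNA-Gln depends on the block. No biological explanation was tested.

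There were 14.0 ± 0.999 mt-mRNA reads per read outside mtDNA in DmAngel KO and 2.48 ± 0.549 in control (SD, n = 2 each; exact permutation test, two-sided p = 0.333, the smallest possible). A few abundant genes explain part of this. After the late third-instar genes described under the other observations and mt:cytb were left out, the means still differed 2.72-fold, with 2.59 and 2.83 in control and 7.47 and 7.27 in DmAngel KO. The control library with more reads had 0.729 times the ratio of the other, and between same-numbered libraries the ratio was 6.36 times higher in DmAngel KO at 1.97 times the reads and 5.13 times higher at 4.60 times the reads. Neither comparison points to depth, though 4 libraries from 2 experiments do not exclude that it has a part. More mitochondrial monosomes, which the paper reports in Fig. 5b, would raise the ratio, but so might a purer mitochondrial preparation, which these counts could not test, so the 2 cannot be told apart.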

How the results depend on the processing

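The log2 fold changes of mt:cytb, mt:co1 and mt:co3 kept their direction and stayed past an adjusted p of 0.05 in all 6 alternatives with a test that were set beforehand: TMM factors, mt:cytb left out of the library size, library size from all entries, DESeq2, dispersion from all mtDNA-encoded entries, and the replicate block. They ranged from 1.60 to 2.32 for mt:cytb, from -1.48 to -0.75 for mt:co1 and from -1.17 to -0.45 for mt:co3. For mt:nd3 the fall was past the threshold in 4 of the 6, and it was -0.48 with TMM factors and -0.41 with mt:cytb left out, neither past the threshold. With mt:cytb left out and the replicate block together, chosen after seeing the data, mt:cytb, mt:co1, mt:co3 and mt:nd3 were at 2.32, -0.76, -0.45 and -0.42, all past the threshold. These settings scale to mt-mRNA reads or to a total mostly made of them, so they compare shares. In control, mt:co1 had 628283 and 322560 reads and mt:co3 410014 and 218136, against 1324943 and 457054 outside mtDNA. In DmAngel KO these were 610093 and 680632, 546271 and 515237, and 566679 and 518033. Both mRNAs were thus higher per read outside mtDNA, a reference that depends on the preparation.

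A change of library size shifts all mt-mRNAs by a similar amount: the median log2 fold change of the 11 was -0.43 with the main setting, 0.20 with TMM factors and 0.27 with mt:cytb left out. Values close enough to 0, such as those of mt:atp8/6, mt:nd6 and mt:nd5, then change sign. The log2 fold change of mt:atp8/6 was reversed to 0.28 with TMM factors, 0.35 with mt:cytb left out, 0.056 with the library size from all entries and 0.12 with DESeq2, and it was -0.36 and past the threshold both with the dispersion from all mtDNA-encoded entries and with the replicate block. That of mt:nd6 was reversed to 0.20 with TMM factors, 0.27 with mt:cytb left out and 0.039 with DESeq2, and with the replicate block it was -0.44 and past the threshold. For mt:nd5 it was reversed to 0.047 with TMM factors and 0.11 with mt:cytb left out. With mt:cytb left out and the replicate block together, mt:atp8/6, mt:nd6 and mt:nd5 were reversed to 0.35, 0.28 and 0.099, the first 2 past the threshold. The number of mt-mRNAs higher in DmAngel KO, 1 with the main setting, was 4 with TMM factors, 4 with mt:cytb left out, 2 with DESeq2 and 6 with mt:cytb left out and the replicate block together, and the number lower, 5 with the main setting, was 2 with TMM factors and 2 with mt:cytb left out.

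The fall of mt:tRNA-Met was just outside the threshold with the main setting and inside it in all 6 alternatives with a test that were set beforehand. It was -2.36 with TMM factors, -2.30 with mt:tRNA-Met left out of the library size, -2.40 with the library size from the mt-mRNAs, -1.98 with that from all entries, -2.19 with DESeq2 and -1.44 with the replicate block, with adjusted p from 7.12e-08 to 0.0443. With mt:tRNA-Met left out and the replicate block together, chosen after seeing the data, it was -2.34 (adjusted p = 5.29e-10, edgeR). The log2 fold change of mt:tRNA-Tyr was reversed to -0.094 with TMM factors, -0.087 with mt:tRNA-Met left out, -0.14 with the library size from the mt-mRNAs and -0.086 with mt:tRNA-Met left out and the replicate block together. The number of mt-tRNAs higher in DmAngel KO, 2 with the main setting, was 14 with the replicate block, 3 with mt:tRNA-Met left out and the block together, and 0 in the other 5 alternatives. The number lower, 0 with the main setting where 2 had an unadjusted p under 0.05, was 1 with the library size from all entries, 6 with mt:tRNA-Met left out and the block together, and 2 in the other 5. The differences between replicates were shared by the conditions (correlation 0.89 across mt-tRNAs), and the standard error for mt:tRNA-Met was 0.32 without the block and 0.21 with it.

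Of the transcripts outside mtDNA, 152 were higher with the main setting, 86 with DESeq2, 567 without TMM factors, 50 with the library size from all entries and 309 with the replicate block. The number lower was 203 with the main setting, 119 with at least 10 counts in every library, 2225 with the library size from all entries and 430 with the replicate block. Of the 355 transcripts called, 249 were called by DESeq2 and 290 without TMM factors.

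Across the 4 comparisons that each left out one library, the log2 fold change ranged from 1.48 to 1.73 for mt:cytb, from -1.55 to -1.40 for mt:co1, from -1.25 to -1.08 for mt:co3, from -1.20 to -1.07 for mt:nd3, from -0.61 to -0.12 for mt:atp8/6, from -0.66 to -0.22 for mt:nd6 and from -1.71 to -1.17 for mt:tRNA-Met. One condition then had a single library, so no test was made and no transcripts were counted. Among the other named genes, 15 combinations of a gene and an alternative were no longer past the threshold. They were those of mt:nd2, mt:nd5, mt:tRNA-Ile and mt:tRNA-Gln. Another 7 combinations, of mt:tRNA-Cys and mt:tRNA-Tyr, passed it only under the alternative. These counts leave out 7 combinations of mt:nd5 and mt:tRNA-Tyr in which the sign changed. The low counts of the mt-tRNAs and of angel in the shallowest library limit what can be said of them.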

Differences from the paper's values

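The mean counts computed here for mt:cytb, mt:co1, mt:co3, mt:nd3, mt:atp8/6, mt:nd6, mt:tRNA-Met, mt:tRNA-Cys and mt:tRNA-Tyr in each condition equalled those of the paper's source data.

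The paper calls the fall of mt:tRNA-Met on the mitoribosome significant. The log2 fold change here was -1.42, in the direction the paper gives, with an adjusted p of 0.055 from edgeR's quasi-likelihood test over the 22 mt-tRNAs, which does not pass 0.05. Each of the 6 alternatives with a test that were set before the data were examined called it: TMM factors over the mt-tRNAs (adjusted p = 0.000261, edgeR), mt:tRNA-Met left out of the library size (0.0443), the library size from the mt-mRNAs (0.00113), the library size from all entries (0.0197), DESeq2 (7.12e-08) and the replicate block (4.89e-06). So did mt:tRNA-Met left out of the library size together with the replicate block (5.29e-10), which was chosen after seeing the values.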

Other observations

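The tests on the mt:cytb total with the replicate block, on 32-nt fragments, on mt:cytb RNA, on the genes with the most reads and on fat body transcripts were chosen only after the results they bear on were seen; the fit without mt:cytb in the library size and without the block was set beforehand, and was used as a test of an explanation only after its values were seen.

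When the share of mt:cytb rises, every other share of the mt-mRNA total falls with it. With mt:cytb left out of the library size, the log2 fold changes of mt:co1 (-0.75) and mt:co3 (-0.45) were smaller but still past the threshold, so the larger part taken by mt:cytb does not fully account for them. That of mt:nd3 (-0.41, adjusted p = 0.22, edgeR) was not, but with the replicate as a block in the same fit it was (-0.42, adjusted p = 0.0325, edgeR), and over the alternatives its adjusted p ranged from 1.51e-07 to 0.233. Whether mt:cytb accounts for all of the fall of mt:nd3 therefore depends on the block.

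The rise of mt:cytb may come from one abundant fragment. Among all mitoribosomal footprints in the paper's source data for Supplementary Fig. 8b, 32-nt reads rose by 35.5 percentage points in DmAngel KO. The share of mt:cytb rose by 32.7 points of the mt-mRNA footprints and by 33.8 points of all reads, which are other totals. The counts carry no lengths or positions, so whether these are the same reads could not be tested, and a ribosome held at one place, a bias for one fragment in library preparation, and more ribosomes along the whole mRNA cannot be told apart. How much of it more mt:cytb RNA would account for could not be told, since RNA levels were set to a loading control and the share to a closed total. The log2 of the paper's mean mt:cytb RNA level in KO1 larvae was 0.77 by qRT-PCR (Fig. 2g) and -0.022 by Northern blot (Fig. 2f), against 1.60 for the footprint share. By qRT-PCR, mt:atp8/6, mt:nd6 and mt:nd5 had larger values (1.29, 0.94 and 0.80). Their footprint shares had log2 fold changes of -0.36, -0.43 and -0.61.

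In control libraries 31.2% and 16.6% of the reads outside mtDNA fell on 12 genes for late third-instar glue, larval serum and fat body proteins (Sgs1, Sgs3, Sgs4, Sgs5, Sgs7, Sgs8, Lsp1alpha, Lsp1beta, Lsp1gamma, Lsp2, Fbp1 and Fbp2), against 3.70% and 2.33% in DmAngel KO. This list was drawn up after the values were seen. Of the 9 with enough reads for a test on counts summed per gene, 9 were lower with adjusted p under 0.05 in edgeR, and their direction was the same without TMM factors and with the library size from all entries. By the rule for named genes, the largest falls were those of Lsp2 (3L, 12129393 to 12131869), Fbp1 (3L, 14094589 to 14098053) and Obp99b (3R, 29716254 to 29716896). The Lsp2 transcript had 1386 and 259 reads in control and 0 and 0 in DmAngel KO, at least 208-fold lower, and the Fbp1 transcript 1390 and 427 against 1 and 1, at least 255-fold lower. Obp99b had 7006 and 1874 reads against 9 and 4 (log2 fold change -9.13, adjusted p = 5.02e-05, edgeR). Isoforms of these genes share reads, so the count of one transcript is uncertain.

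A few genes taking more of the knockout counts would lower all others. Leaving the 10 genes with the most reads in DmAngel KO, late genes aside, out of the library size raises every log2 fold change by 0.24, and the smallest fall among the 9 genes was -3.20, so this does not account for the fall. Less fat body material in the preparation does not account for the fall, since apolpp and Apoltp, other abundant fat body transcripts, had log2 fold changes of 0.15 and 0.041 (adjusted p = 0.881 and 0.961, edgeR) with TMM factors and were above the median of all genes with each of the 3 library sizes tried. A candidate explanation is that the knockout larvae were at a younger stage than controls of the same age. A second list, of 25 genes that respond to ecdysone near the end of the third instar, was drawn up before its read totals were seen, though it was known that none of its Eig71E genes had enough reads to be tested. Its share of the reads outside mtDNA and outside the late genes was 0.0322% and 0.0483% in control and 0.0432% and 0.0575% in DmAngel KO, a mean 1.25-fold higher (exact permutation test, two-sided p = 0.667), so the list as a whole was not lower. The list had only 184 to 293 reads per library, and of its 7 genes that could be tested none was past the threshold in edgeR (adjusted p of at least 0.143). From 42.0% to 58.1% of its reads in a library were those of ng1, ng2 and ng3. Of the 7 tested genes, 2 had a log2 fold change below 0, ImpE1 (25 and 16 reads against 3 and 12, -1.50) and br (-0.46). The other 5 were above 0, among them Eip75B (0.70) and Eip74EF (0.13). Among the genes with too few reads for a test, Eig71Ee was lower (17 and 14 reads against 1 and 0). Eip93F was higher (4 and 4 reads against 12 and 8). With few reads and changes in both directions, the list neither shows nor excludes a younger stage. The paper does not report the stage of these larvae beyond their age and instar.

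The steady-state tRNAs that the paper measured by Northern blot in KO1 larvae (Supplementary Fig. 3g) can be set beside the monosome counts, which come from other samples. For mt:tRNA-Cys the paper's mean level has a log2 of -3.99 relative to control, and the share of mt-tRNA reads had a log2 fold change of -1.49 (adjusted p = 0.0633, edgeR; -1.46 and 1.07e-06 with the replicate block), lower in both knockout libraries than in both controls. It was -2.40 with TMM factors, -2.38 with mt:tRNA-Met left out, -2.36 with the mt-mRNA library size and -2.24 with DESeq2, all past the threshold. With the library size from all entries it was -1.96 (adjusted p = 0.0608, edgeR). For mt:tRNA-Tyr the paper's mean is 43.9% of control, a log2 of -1.19, and the share had a log2 fold change of 0.82 (adjusted p = 0.0809, edgeR; 0.81 and 0.0243 with the block). The sign for mt:tRNA-Tyr flipped with TMM factors, with mt:tRNA-Met left out of the library size, with or without the block, and with the library size from the mt-mRNAs. The 2 transcripts of CG13850, which the paper identifies as an interactor of DmANGEL, had at most 5 reads in any library.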
